# Gene expression patterns in the hippocampus during the development and aging of *Glud1* (Glutamate Dehydrogenase 1) transgenic and wild type mice

**DOI:** 10.1186/1471-2202-15-37

**Published:** 2014-03-04

**Authors:** Xinkun Wang, Nilam D Patel, Dongwei Hui, Ranu Pal, Mohamed M Hafez, Mohamed M Sayed-Ahmed, Abdulaziz A Al-Yahya, Elias K Michaelis

**Keywords:** Brain aging, Hippocampus, Glutamate, Gene expression profile, Genome

## Abstract

**Background:**

Extraneuronal levels of the neurotransmitter glutamate in brain rise during aging. This is thought to lead to synaptic dysfunction and neuronal injury or death. To study the effects of glutamate hyperactivity in brain, we created transgenic (Tg) mice in which the gene for glutamate dehydrogenase (*Glud1*) is over-expressed in neurons and in which such overexpression leads to excess synaptic release of glutamate. In this study, we analyzed whole genome expression in the hippocampus, a region important for learning and memory, of 10 day to 20 month old *Glud1* and wild type (wt) mice.

**Results:**

During development, maturation and aging, both Tg and wt exhibited decreases in the expression of genes related to neurogenesis, neuronal migration, growth, and process elongation, and increases in genes related to neuro-inflammation, voltage-gated channel activity, and regulation of synaptic transmission. Categories of genes that were differentially expressed in Tg *vs.* wt during development were: synaptic function, cytoskeleton, protein ubiquitination, and mitochondria; and, those differentially expressed during aging were: synaptic function, vesicle transport, calcium signaling, protein kinase activity, cytoskeleton, neuron projection, mitochondria, and protein ubiquitination. Overall, the effects of *Glud1* overexpression on the hippocampus transcriptome were greater in the mature and aged than the young.

**Conclusions:**

Glutamate hyperactivity caused gene expression changes in the hippocampus at all ages. Some of these changes may result in premature brain aging. The identification of these genomic expression differences is important in understanding the effects of glutamate dysregulation on neuronal function during aging or in neurodegenerative diseases.

## Background

Glutamate (Glu) is the major excitatory neurotransmitter in the mammalian central nervous system (CNS). Glutamate activation of post-synaptic receptors leads to rapid excitation of neurons as well as long-lasting effects on neuronal structure and function [1,2]. Among the long-lasting effects of Glu on neurons are changes in synaptic excitability [1,3,4], altered metabolic states and generation of reactive oxygen species in neurons [2,5-7], increases in intracellular calcium (Ca^2+^) concentrations, and upon exposure to high Glu levels, neuronal injury or cell death [8-11].

There are two other important neurobiological processes that are influenced by Glu release and the activation of neuronal Glu receptors. These are the cellular events occurring during CNS development and the neuronal changes related to the aging process. Glutamate receptor activation and the influx of Ca^2+^ are crucial to neurogenesis and the survival of neurons during early development [5,12,13], as well as to neuronal migration [14] and synaptic formation in the developing brain [15,16]. With regard to the aging process, neuronal, dendritic, and synaptic losses in hippocampus, subiculum, dentate gyrus, and pre-frontal cortex are subtle [17-19] and may be partially the result of a gradual rise in extracellular Glu in the aging brain [20-22]. An age-associated increase in the sensitivity of certain neurons to the cytotoxic effects of Glu [23] and a significant decrease in the dendrite levels of the microtubule-associated protein 2 (MAP2), a marker protein of dendrite structure, have been described [24,25]. Given the strong relationship between Glu hyperactivity and decreases in MAP2 labeling in dendrites of sensitive neurons [26-28], the MAP2 decreases in aging brain may represent a sign of increased Glu activation of receptors in susceptible neurons.

The study of neuronal responses to persistently high levels of Glu activity at synapses during development and aging requires the use of transgenic or null mutant animals that either exhibit diminished Glu re-uptake into neurons and glial cells [29-31] or have increased synaptic Glu release [32]. Null mutant mice for the high affinity glial Glu transporter genes *Slc1a2* (*Solute carrier family 1 member 2*) and *Slc1a3* exhibit high levels of extracellular Glu and suffer extensive brain damage and embryonic lethality [29-31]. Null mutants for the gene *Tsc1* (*Tuberous sclerosis complex-1*), a gene that is closely associated with the expression and function of Glu transporters in the CNS, also have high extracellular levels of Glu and suffer from extensive neuronal damage, intractable seizures, and marked reduction in their lifespan [33]. Therefore, none of these mice would be suitable for studies of both developmental and aging effects of excess Glu synaptic activity on brain cells. On the other hand, transgenic (Tg) mice over-expressing the gene for Glu dehydrogenase 1 (*Glud1*), a mitochondrial matrix enzyme, only in CNS neurons have lifelong excess synaptic release of Glu, selective neuronal degeneration in vulnerable brain regions, such as the hippocampus, and a close to normal lifespan [32,34].

The *Glud1* Tg mouse was selected to further characterize the effects of moderate excess Glu activity on gene expression patterns in the developing, adult, middle-aged, and aging mouse brain. Whole genome transcription patterns represent an unbiased assessment of changes in genes involved in brain metabolism, neuronal excitability, neuronal structure, and the response to metabolic, oxidative and other types of stresses related to Glu hyperactivity throughout development, adulthood and aging. In the present study, we determined the gene expression patterns in Tg and wt mice from 10 days to 20 months of age.

## Results and discussion

We performed genome wide transcriptomic analyses of the hippocampus at 5 ages, from early development at 10 days postnatal, to young adult (4.5 months), adult (9 months), middle aged (14.5 months), and old age (20 months). 

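Hippocampal RNA of 31 male mice was measured on the same number of arrays, each of which carries 45037 mouse probe sets and 64 probe sets for controls. There were 3 mice of each genotype at every age, except for 4 wt mice at 10 days. The values used are the signals the authors deposited, which are linear, hold no zeros and had medians from 91.4 to 140 over the arrays. They were turned to log2 and quantile normalized over the 31 arrays, and 26877 probe sets that exceeded the median of their array on at least 3 arrays were tested. A linear model in limma gave each combination of genotype and age its own mean, and its moderated tests were adjusted by the method of Benjamini and Hochberg over the probe sets tested. Probe sets that differed between Tg and wt at a single age were counted at a fold change of at least 1.3 and an adjusted p of at most 0.01, and every other count, that of the genes of a list at a single age included, used an adjusted p under 0.05, as did single genes. Each of 12844 genes is shown by the probe set with its highest mean. Values are log2 fold changes with their standard error unless a standard deviation (SD) is named. Gene lists written in advance were counted gene by gene and tested with limma's camera at its preset correlation of 0.01 and at an estimated correlation. Genes named because of their values were picked by a rule fixed beforehand, from the largest changes and the smallest p, unless said otherwise. For the largest changes between Tg and wt at an age the rule also required every Tg mouse to lie on the same side of every wt mouse, so that separation is no further evidence for them. The number of mice limits the precision of each mean. The deposit holds no detection calls, so whether a signal far below the array median lies above background is not known. A fold change against such a signal is not exact, and for several such genes the value with 50 added to each signal before log2 is given too.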

We included a group of very young mice, the 10 day old mice, so that we may assess the effects of the over-expressed *Glud1* gene on the overall patterns of gene expression during the development of Tg and wt mice. The brain region of interest was the hippocampus.

### Transcriptomic similarities between Glud1 Tg and wt mouse hippocampus from 10 days to 20 months of age

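Genes of the myelin sheath had some of the largest changes that Tg and wt mice shared. From 10 days to 4.5 months Mobp rose by 6.45 ± 0.30, Mog by 5.93 ± 0.58 and Mal by 5.46 ± 0.13 on the log2 scale (6 mice against 7), and all 3 encode proteins of compact or outer myelin. Among 24 measured genes of myelin and oligodendrocytes, 23 rose and 1 fell, the same as when adjusted over the list alone, with a median log2 fold change of 2.39. Together the myelin genes shifted upward against the rest (camera, adjusted p = 9.09e-14, and adjusted p = 0.0612 with an estimated correlation). Genes used by dividing cells fell over the same time. Mki67, which marks cycling cells, fell by 4.15 ± 0.72, and the mitotic kinase Cdk1 decreased by 4.00 ± 0.65. The lower signals of Mog, Mki67 and Cdk1 lie far below the array medians, and with 50 added to each signal their changes were 3.38, -2.34 and -2.31. In all, 15231 probe sets of 8629 genes changed with age in Tg and in wt mice taken alone, at an adjusted p under 0.05 in limma's F-test over the 5 ages and an unadjusted p of at least 0.05 for a difference between the genotypes in that change. Requiring a 2-fold range between the highest and lowest age left 5920 probe sets. The spiked-in hybridization controls, which do not come from the mouse, also differed between ages. The Gapdh 3'/5' ratio, a sign of RNA quality, set the arrays at 4.5 months apart from every other age. The beta-actin 3'/5' ratio did not, as its values at 4.5 months overlapped those at 10 days. Part of these changes therefore cannot be told from differences between arrays.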

Of the 45,037 gene probesets on the Affymetrix GeneChip arrays (Mouse Genome 430 2.0) that we employed in this study, we identified 895 genes whose expression was changing during development, maturation, and aging, and whose patterns of age-related changes were similar in both Tg and wt hippocampus. In this group of 895 genes, the majority were genes whose expression levels decreased with advancing age. 

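Cd24a, a surface protein of immature neurons, fell by 4.58 ± 0.17 on the log2 scale from 10 days to 4.5 months. The cell adhesion receptor Cxadr fell by 4.48 ± 0.12 and the adaptor Sla fell by 3.84 ± 0.25. Etnppl, an astrocyte enzyme of phospholipid breakdown, rose by 3.90 ± 0.19, the connexin Gjb1 of oligodendrocytes by 3.66 ± 0.37 and Hapln4, which links the matrix around axons, by 3.60 ± 0.16 (6 mice against 7). With 50 added to each signal Gjb1, which was low at 10 days, was at 1.43. Among the probe sets with a shared age change, 7427 fell and 7804 rose, by the mean of the 4 later ages against 10 days. Those that fell made up 48.8%. Counted by genes, 4803 had a falling probe set and 4507 a rising one, and with a single probe set per gene 3931 of the 12844 genes fell and 3634 rose. Without quantile normalization the median change of all probe sets from 10 days to 4.5 months was 0.14, against 0.013 with it, so the balance between the directions depends on the scaling of the arrays.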

The expression of only a relatively small fraction of the 895 genes increased gradually with age.As shown in Figure 1, the genes that exhibited similar age-related changes in wt and Tg mice can be separated into two clusters. 

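Trem2, a receptor of microglia, rose by 2.29 ± 0.39 on the log2 scale from 4.5 to 20 months, and the lysozyme Lyz1 rose by 2.02 ± 0.32 (6 mice against 6). The prostacyclin synthase Ptgis rose by 2.09 ± 0.38 and the glucocorticoid-induced kinase Sgk1 by 1.64 ± 0.13. With 50 added to each signal Trem2 was at 1.42 and Ptgis at 1.34. Nell2, a secreted protein of neurons, fell by 2.12 ± 0.065, the AMPA receptor partner Prrt1 decreased by 2.39 ± 0.085 (by 0.76 in its other probe set) and Cntnap1, an axonal protein beside the node of Ranvier, dropped by 2.15 ± 0.17. From 10 days to 4.5 months 8666 probe sets rose and 8412 fell, and on the log2 of the deposited values 10706 rose and 7311 fell. Between 4.5 and 20 months 5472 rose and 4876 fell (5082 and 5140 on the log2 of the deposited values), with 6084 changed in Tg mice alone and 7626 in wt mice alone. The change over development differed between the genotypes for 0 probe sets in limma (1906 at an unadjusted p under 0.05, where chance gives 1344). The change over aging differed for 2 (1639 unadjusted). These are Dbp, a transcription factor of the circadian clock, where Tg exceeded wt by 0.97 ± 0.17 (adjusted p = 0.0378), and Pnmt, the enzyme that makes adrenaline, where the change in Tg was lower by 2.81 ± 0.45 (adjusted p = 0.0199). Both are named because they were the only ones, after the values were seen.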

The two clusters were characterized as consisting of: 1) genes with high levels of expression in the 10-day old hippocampus but whose expression decreased with advancing age; and 2) of genes with low levels of expression in the 10-day old hippocampus but whose expression increased with advancing age. To determine which functions are associated with the genes whose expression diverged, the Gene Ontology (GO) categories significantly enriched with such genes were identified.

**Figure 1:**
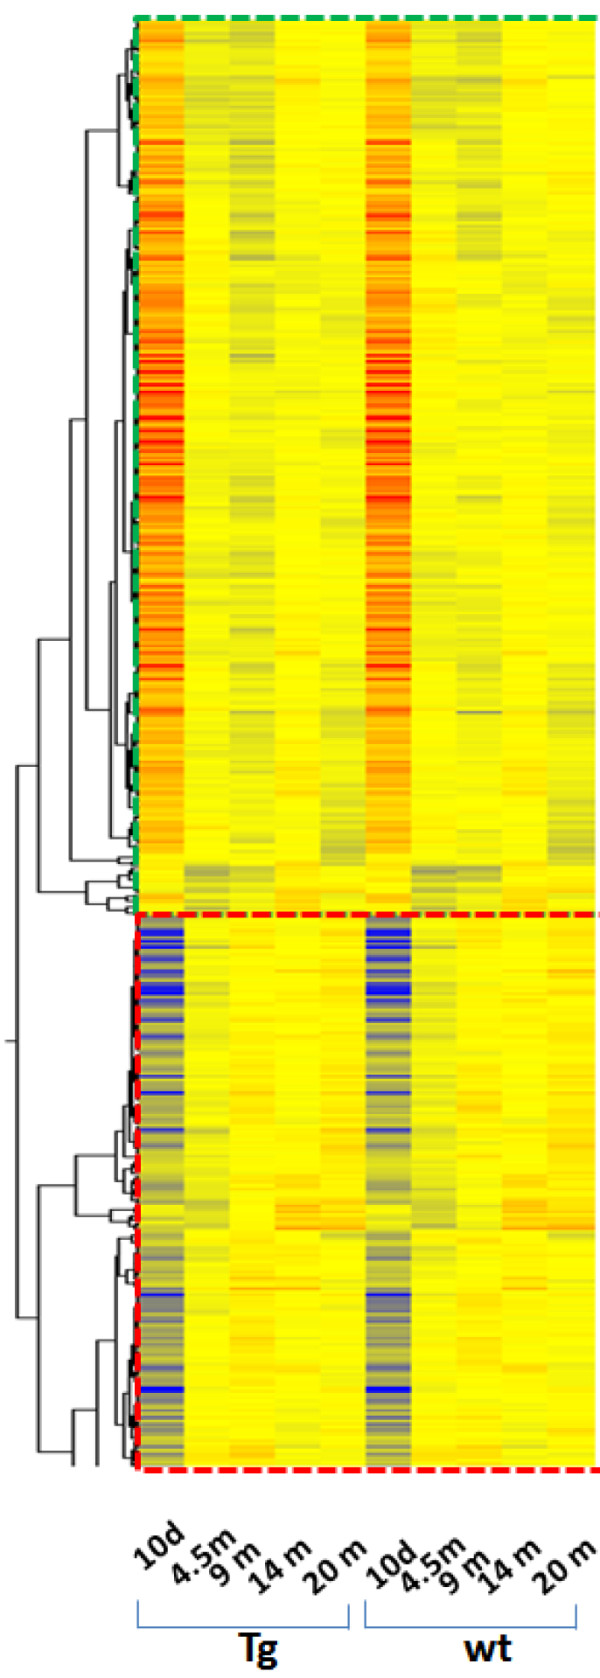
**Hierarchical clusters of genes that were expressed in *Glud1 *Tg and wt hippocampus with nearly identical patterns of change during development and aging.** Upper panel (demarcated by red dashed line) includes the genes whose expression decreased with age, while the lower panel shows genes whose expression increased with age.

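Doublecortin, Dcx, which migrating neurons need, fell by 3.57 ± 0.098 on the log2 scale from 10 days to 4.5 months, and Sox4 of newborn neurons fell by 2.00 ± 0.061 (6 mice against 7). Fabp7 of radial glia fell by 3.00 ± 0.093. Of the 38 measured genes of neurogenesis and neuronal migration, 5 rose and 21 fell, or 6 and 22 adjusted over the list alone, with a median log2 fold change of -0.47. Camera placed the neurogenesis genes below the other genes measured (adjusted p = 0.0015, and adjusted p = 0.00921 with an estimated correlation). Cell cycle genes included Cdk4, which fell by 1.29 ± 0.089, Ccnd2, which fell by 0.89 ± 0.063, and the replication clamp Pcna, which fell by 0.70 ± 0.051. Within the 42 genes measured for the cell cycle, 3 rose and 36 fell, the same as when adjusted over the list alone, with a median log2 fold change of -1.44. Together the cell cycle genes shifted downward against the rest (camera, adjusted p = 2.49e-06, and adjusted p = 7.10e-04 with an estimated correlation). Enzymes of cholesterol synthesis fell together. Hmgcs1 fell by 1.60 ± 0.041, Fdps declined by 2.15 ± 0.059 and Sqle fell by 1.57 ± 0.063. Among 19 measured genes of cholesterol synthesis, 1 rose and 16 fell, the same as when adjusted over the list alone, with a median log2 fold change of -0.92. Camera placed the cholesterol genes below the other genes measured (adjusted p = 4.39e-07, and adjusted p = 0.00933 with an estimated correlation). In the redox group thioredoxin, Txn1, fell by 1.18 ± 0.049, its reductase Txnrd1 decreased by 0.88 ± 0.059 and the peroxidase Prdx2 dropped by 0.72 ± 0.044, while other probe sets of Txn1 and Prdx2 were at 0.21 and 0.031. Of the 41 measured genes of protein disulfide and redox reactions, 6 rose and 24 fell, or 7 and 24 adjusted over the list alone, with a median log2 fold change of -0.35. Together the redox genes shifted downward against the rest (camera, adjusted p = 0.00655, and adjusted p = 0.0962 with an estimated correlation). The arrays at 4.5 months stood apart from those at 10 days in the Gapdh 3'/5' ratio, a sign of RNA quality. It ran from -0.078 to 0.018 against -0.434 to -0.191 on the log2 scale. The beta-actin ratio overlapped between these ages. The part of the Gapdh ratio in the falls of these lists was not tested.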

For the genes whose expression in hippocampus decreased with advancing age, the biological functions in the GO categories were: 1) *Cytoskeleton* (including actin filament and microtubule); 2) *Neurogenesis*; 3) *Neuron projection/growth cone/axon guidance/axonogenesis*; 4) *Small-GTPase-mediated signal transduction; 5) Cholesterol biosynthesis*; 6) *Cell migration*; 7) *Cell cycle and cell division*; and 8) *Protein disulfide oxidoreductase activity and cell redox homeostasis*. 

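Kcnc1, the fast potassium channel of interneurons, rose by 2.65 ± 0.081 on the log2 scale from 10 days to 4.5 months, Kcna1, which limits firing at axons, rose by 1.25 ± 0.056 and the auxiliary subunit Kcnab2 by 1.79 ± 0.071 (6 mice against 7). Within the 34 genes measured for voltage-gated potassium channels, 21 rose and 2 fell, the same as when adjusted over the list alone, with a median log2 fold change of 0.55. Camera placed the potassium channel genes above the other genes measured (adjusted p = 4.31e-05, and adjusted p = 0.0105 with an estimated correlation). Among sodium channels Scn8a of the node of Ranvier rose by 1.20 ± 0.076 and the beta subunit Scn2b by 2.25 ± 0.082. Among 26 measured genes of voltage-gated sodium and calcium channels, 13 rose and 5 fell, the same as when adjusted over the list alone, with a median log2 fold change of 0.35. Together the sodium and calcium channel genes shifted upward against the rest (camera, adjusted p = 0.00736, and adjusted p = 0.0894 with an estimated correlation). Among regulators of small GTPases Rasgrf1 rose by 2.13 ± 0.050 and Dock10 by 2.13 ± 0.063. Of the 53 measured genes of small GTPase regulation, 32 rose and 12 fell, the same as when adjusted over the list alone, with a median log2 fold change of 0.49. Camera placed the GTPase regulator genes above the other genes measured (adjusted p = 3.86e-05, and adjusted p = 0.00933 with an estimated correlation). The tyrosine kinase Ptk2b rose by 2.39 ± 0.081 and Mertk, which serves phagocytosis, by 1.49 ± 0.086. Within the 50 genes measured for protein tyrosine kinases, 28 rose and 14 fell, or 28 and 15 adjusted over the list alone, with a median log2 fold change of 0.30. Together the tyrosine kinase genes shifted upward against the rest (camera, adjusted p = 0.0245, and adjusted p = 0.0718 with an estimated correlation). Vamp1 and Slc17a7, proteins of the synaptic vesicle, rose by 2.35 ± 0.073 and 2.10 ± 0.069. Among 48 measured genes of synaptic vesicles and release, 33 rose and 12 fell, the same as when adjusted over the list alone, with a median log2 fold change of 0.54. Camera placed the vesicle release genes above the other genes measured (adjusted p = 2.25e-06, and adjusted p = 0.0105 with an estimated correlation). Receptor subunit Gria2 and the scaffolds Dlgap1 and Shank3 rose by 0.80 ± 0.034, 1.63 ± 0.068 and 1.29 ± 0.058. Of the 45 measured genes of glutamate receptors and the postsynaptic density, 29 rose and 10 fell, the same as when adjusted over the list alone, with a median log2 fold change of 0.41. Together the postsynaptic genes shifted upward against the rest (camera, adjusted p = 1.16e-04, and adjusted p = 0.0114 with an estimated correlation). The arrays at 4.5 months stood apart from every other age in the Gapdh 3'/5' ratio, a sign of RNA quality. The beta-actin ratio at 4.5 months overlapped that at 10 days. The part of the Gapdh ratio in these rises was not tested.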

For the genes whose expression increased with advancing age, the significantly enriched GO categories included the following: 1) *Axon and neuron projection*; 2) *Actin binding*; 3) *Small GTPase regulator activity*; 4) *Voltage-gated channel activity* (mostly potassium); 5) *Protein tyrosine kinase activity*; and 6) *Regulation of synaptic transmission*. It was noted that two function categories, *Cytoskeleton structure and function* and *Axon and neuron projection*, contained genes that exhibited an age-associated up-regulation as well as genes whose expression was down-regulated with age. In addition to the biological functions mentioned above, a specific biological pathway was identified as being enriched with genes whose expression increased with advancing age, the *Chemokine signaling* pathway.

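The tubulin Tubb3 fell by 2.42 ± 0.080 on the log2 scale from 10 days to 4.5 months, Tubb5 declined by 1.10 ± 0.037 and Tuba1a fell by 0.90 ± 0.035, whereas Tubb4a rose by 1.41 ± 0.048 and the microtubule protein Map1a by 1.54 ± 0.056 (6 mice against 7). Within the 46 genes measured for the actin and microtubule cytoskeleton, 14 rose and 24 fell, the same as when adjusted over the list alone, with a median log2 fold change of -0.22. Camera placed the cytoskeleton genes below the other genes measured (adjusted p = 0.0112, and adjusted p = 0.0718 with an estimated correlation). Among growth cone proteins Dpysl3 fell by 3.18 ± 0.069, Crmp1 decreased by 1.95 ± 0.047 and Stmn2 dropped by 1.32 ± 0.041. The netrin receptor Unc5a rose by 1.45 ± 0.082 and the repellent Slit1 by 1.10 ± 0.078. Among 51 measured genes of axon growth and guidance, 12 rose and 28 fell, the same as when adjusted over the list alone, with a median log2 fold change of -0.25. Together the axon growth genes shifted downward against the rest (camera, adjusted p = 0.00655, and adjusted p = 0.0718 with an estimated correlation). The part of the Gapdh 3'/5' ratio, which set the 4.5-month arrays apart, was not tested here either.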

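Cxcl14, a chemokine made by interneurons, rose by 1.66 ± 0.096 on the log2 scale from 10 days to 4.5 months and Adcy9, an adenylate cyclase, by 1.34 ± 0.063 (6 mice against 7). The other probe set of Cxcl14 was at 0.32. The G protein subunit Gnb2 fell by 1.04 ± 0.043 and Gnb4 dropped by 2.26 ± 0.10. Of the 53 measured genes of chemokine signalling, 18 rose and 16 fell, the same as when adjusted over the list alone, with a median log2 fold change of -0.12. The chemokine genes, with a mean of -0.053, did not pass camera, which leaned upward (adjusted p = 0.932, and adjusted p = 0.922 with an estimated correlation). Camera weighs the genes against all others, and without quantile normalization its lean turned over. From 4.5 to 20 months Cxcl14 fell by 1.31 ± 0.099 and the G protein subunit Gnai2 had a log2 fold change of -0.92 ± 0.069. Within the 53 genes measured for chemokine signalling in this span, 9 rose and 12 fell, or 10 and 12 adjusted over the list alone, with a median log2 fold change of 0.063. The aging chemokine genes, with a mean of 0.011, did not pass camera, which leaned downward (adjusted p = 0.704, and adjusted p = 0.676 with an estimated correlation). Over all ages, 18 of the 53 genes had a rise shared by Tg and wt and 9 a shared fall. Among all 12844 genes 3634 rose and 3931 fell in this way. By these counts more chemokine genes rose than fell, the direction the paper gives. The difference in counts was not tested, and camera passed in neither span.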

The overall patterns of gene changes with age in both wt and Tg mouse hippocampus could be viewed as being characterized by a decline in aspects of neurogenesis, neuronal migration, cytoskeleton function, cholesterol biosynthesis, and cell redox regulation. 

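Between 4.5 and 20 months Cdk5r1, which activates a kinase of neuronal migration, fell by 0.67 ± 0.050 on the log2 scale, Dab1 of the reelin pathway declined by 0.56 ± 0.071 and the transcription factor Neurod2 fell by 0.66 ± 0.088, while the filament protein Vim rose by 0.64 ± 0.15 (6 mice against 6). Among 38 measured genes of neurogenesis and migration, 5 rose and 12 fell, or 5 and 13 adjusted over the list alone, with a median log2 fold change of -0.20. The neurogenesis genes did not pass camera (adjusted p = 0.0595, and adjusted p = 0.105 with an estimated correlation). In the cytoskeleton Tubb4a fell by 1.44 ± 0.050 and Map1a decreased by 1.15 ± 0.058. Of the 46 measured genes of the cytoskeleton, 9 rose and 15 fell, the same as when adjusted over the list alone, with a median log2 fold change of -0.059. The cytoskeleton genes did not pass camera (adjusted p = 0.114, and adjusted p = 0.249 with an estimated correlation). Fdps of cholesterol synthesis rose by 0.95 ± 0.061 in aging and its regulator Srebf2 fell by 0.83 ± 0.069. Within the 19 genes measured for cholesterol synthesis, 9 rose and 3 fell, the same as when adjusted over the list alone, with a median log2 fold change of 0.15. The cholesterol genes did not pass camera (adjusted p = 0.266, and adjusted p = 0.532 with an estimated correlation). In the redox group Pdia3 and Tmx3, which form disulfides in the ER, rose by 0.53 ± 0.066 and 0.43 ± 0.050, and the other probe set of Pdia3 was at 0.033. Among 41 measured genes of redox reactions, 16 rose and 5 fell, or 18 and 7 adjusted over the list alone, with a median log2 fold change of 0.099. Together the redox genes shifted upward against the rest (camera, adjusted p = 0.0249, and adjusted p = 0.204 with an estimated correlation). Of the 42 measured genes of the cell cycle, 5 rose and 2 fell, or 4 and 2 adjusted over the list alone, with a median log2 fold change of -0.057. The cell cycle genes, with a mean of -0.11, did not pass camera, which leaned upward (adjusted p = 0.95, and adjusted p = 0.952 with an estimated correlation). The arrays at 4.5 months stood apart from those at 20 months in the Gapdh 3'/5' ratio, a sign of RNA quality. It ran from -0.078 to 0.018 against -0.463 to -0.433 on the log2 scale. The beta-actin ratio differed in the opposite direction, being higher at 20 months. The part of the Gapdh ratio in the changes of these lists was not tested. The paper adds the functions of its falling genes into a single course from the newborn to the old hippocampus and proposes that it can be read as a decline of new neurons, their migration, the cytoskeleton, cholesterol synthesis and redox control.

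**Figure D1:**
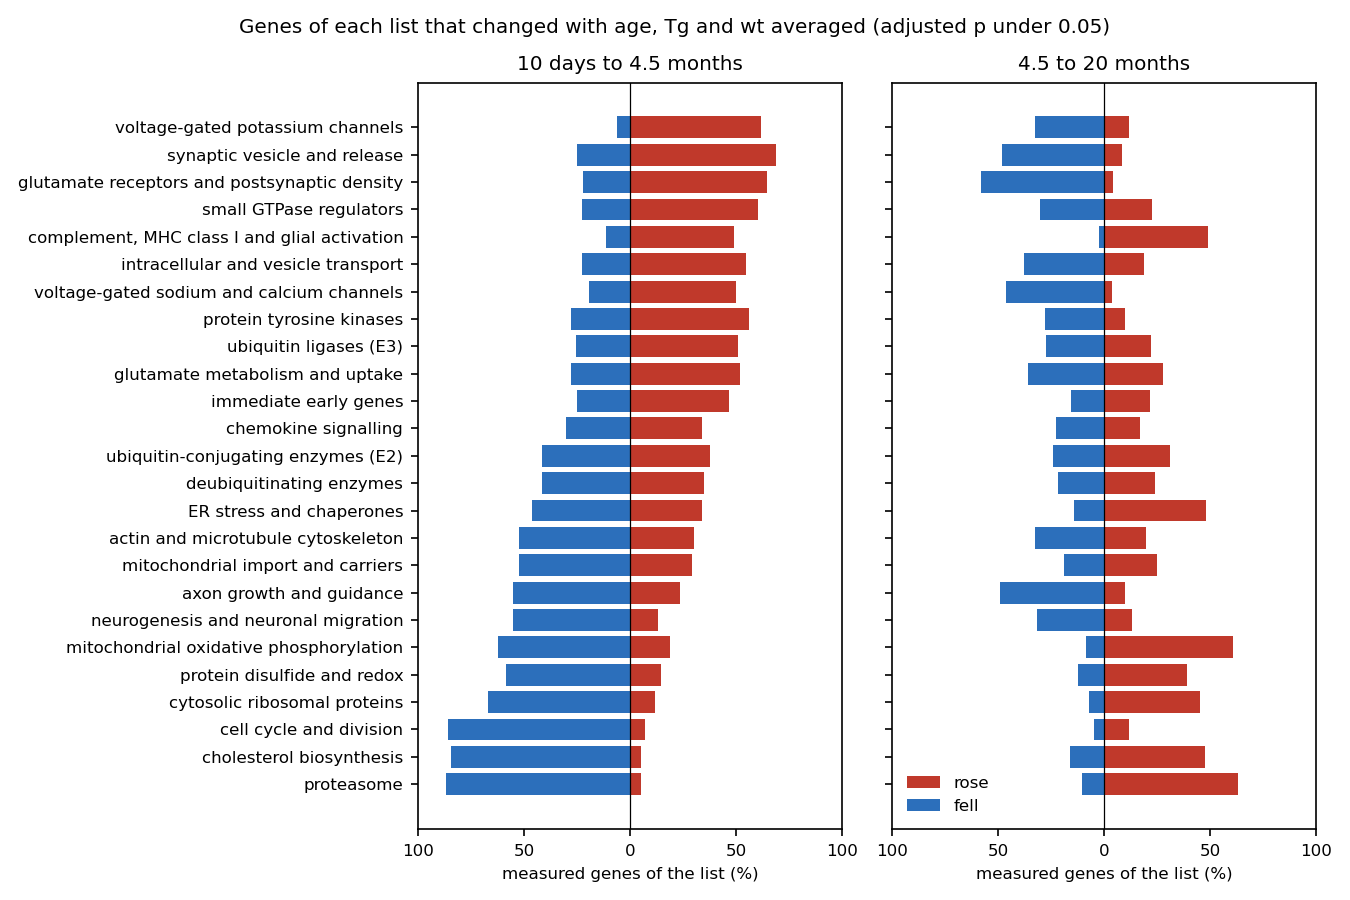
Percent of the measured genes of each list that rose or fell at an adjusted p under 0.05 from 10 days to 4.5 months and from 4.5 to 20 months, Tg and wt mice together.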

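From 10 days to 4.5 months the complement subunit C1qa rose by 0.81 ± 0.061 on the log2 scale and the protease Ctss of microglia by 1.12 ± 0.052 (6 mice against 7). Within the 45 genes measured for complement, MHC class I and glial activation, 22 rose and 5 fell, the same as when adjusted over the list alone, with a median log2 fold change of 0.33. Together the complement and glial genes shifted upward against the rest (camera, adjusted p = 0.00655, and adjusted p = 0.328 with an estimated correlation). From 4.5 to 20 months C1qb rose by 0.68 ± 0.098, the Fc receptor Fcgr3 by 0.74 ± 0.090 and the lysosomal protease Ctsz by 0.75 ± 0.12 (6 mice against 6). Among 45 measured genes of complement and glia in this span, 22 rose and 1 fell, or 25 and 1 adjusted over the list alone, with a median log2 fold change of 0.31. Camera placed the complement genes above the other genes measured (adjusted p = 2.06e-04, and adjusted p = 0.21 with an estimated correlation). The span from 9 to 20 months was added after the data were seen. There 17 complement genes rose and 2 fell in Tg (camera, adjusted p = 0.0169, and 0.436 with an estimated correlation). In wt 4 rose and 2 fell (camera, adjusted p = 0.641, and 0.862 with an estimated correlation). The difference of this change, Tg minus wt, had a median of 0.23, and 0 of its genes differed alone. It passed camera at the preset correlation only (adjusted p = 0.0129, and 0.841 with an estimated correlation). The beta-actin 3'/5' ratio set the 9-month arrays apart, at 0.709 to 0.963 on the log2 scale against 0.507 to 0.552 at 20 months. Its part in this span was not tested. The Gapdh 3'/5' ratio, a sign of RNA quality, set the 4.5-month arrays apart, and its part was not tested. Of the 21 measured genes of microglia over development, 15 rose and 2 fell, the same as when adjusted over the list alone, with a median log2 fold change of 0.50. Together the microglial marker genes shifted upward against the rest (camera, adjusted p = 0.00266, and adjusted p = 0.0612 with an estimated correlation). Between 4.5 and 20 months the tyrosine kinase Src fell by 1.66 ± 0.10, Fyn dropped by 0.66 ± 0.044 and Fgfr1 declined by 1.00 ± 0.076. Within the 50 genes measured for tyrosine kinases, 5 rose and 14 fell, or 5 and 15 adjusted over the list alone, with a median log2 fold change of -0.11. Camera placed the tyrosine kinase genes below the other genes measured (adjusted p = 0.0249, and adjusted p = 0.105 with an estimated correlation). The potassium channel Kcnh3 fell by 1.40 ± 0.070 and Kcnc1 declined by 1.37 ± 0.084, with its other probe sets from -0.13 to -0.097. Among 34 measured genes of potassium channels, 4 rose and 11 fell, the same as when adjusted over the list alone, with a median log2 fold change of -0.12. The potassium channel genes did not pass camera (adjusted p = 0.0762, and adjusted p = 0.223 with an estimated correlation).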

While on the other hand, neuroinflammation, protein tyrosine kinase signaling, and voltage-gated potassium channel activity were functions that increased during the transition from newborn to adult and to old age. Increases with advancing age in the expression of genes related to neuro-inflammation are consistent with previous observations of increases in the process of inflammatory response during brain aging and in neurodegenerative diseases [35].

### Transcriptomic differences between Glud1 Tg and wt mouse hippocampi across the ages from 10 days to 20 months

The next issue that we explored was whether there were differences in age-associated gene expression in the hippocampus of wt *vs.* Tg mice. We identified 407 genes that were differentially expressed in Tg *vs.* wt mouse hippocampus. 

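Sox3, a transcription factor of neural progenitors, in Tg mice at 9 months was lower by 3.91 ± 0.28 on the log2 scale (adjusted p = 4.79e-10, all 3 Tg mice below all 3 wt mice, as the rule that picked it requires). Kcns3, a silent subunit of potassium channels, was lower by 2.83 ± 0.24 (adjusted p = 2.57e-08), while its other probe set was at -0.094, and the survivin gene Birc5 was lower by 2.90 ± 0.62 (adjusted p = 0.00885). The Tg signals of these 3 genes were low, and with 50 added to each signal the differences were -1.47, -1.39 and -0.90. Fam43a was lower by 1.34 ± 0.21, Vwc2l, a secreted protein, was lower by 1.73 ± 0.25 and Tbc1d30, a Rab GTPase activator, was lower by 0.82 ± 0.12. The acyltransferase Mboat2 was higher by 0.75 ± 0.11, and its other probe set was at -0.13. A test of any difference between Tg and wt over the 5 ages passed 43 probe sets (limma's F-test, adjusted p under 0.05), 18 with a higher and 25 with a lower average in Tg. On the log2 of the deposited values 24 passed, 15 higher and 9 lower, with a replicate block 17, 10 higher and 7 lower, with moderation without trend 27, with a spline of age 2, and 12 with weights for each age, which were chosen after the values were seen. Averaged over ages only Sox3, at -0.82 ± 0.12, and Kcns3, at -0.69 ± 0.11 and at 0.020 in its other probe set, passed, though not with 50 added (adjusted p = 0.194 and 0.194), with 2255 probe sets at an unadjusted p under 0.05. The count of 43 became 75 and 73 without Tg replicates 1 and 2 at 9 months and 71 without wt replicate 3 of that age. It became 27 without wt replicate 1 at 10 days, 26, 28 and 26 without Tg replicates 1, 2 and 3 at 14.5 months, 27 and 28 without wt replicates 1 and 3 at 14.5 months, 27 without either Tg replicate 1 or Tg replicate 2 at 20 months, and 26 without wt replicate 2 at 20 months. The average gave 4 without wt replicate 4 at 10 days, and 4 and 5 without wt replicates 2 and 3 at 9 months.

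**Figure D2:**
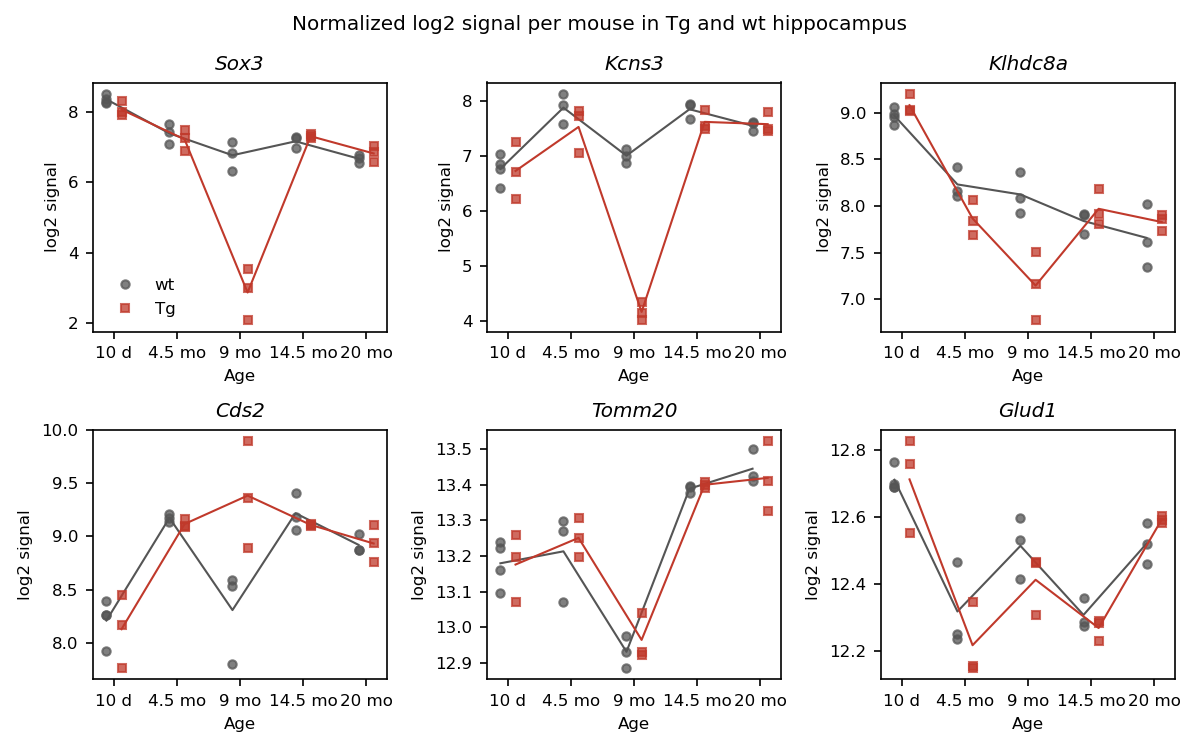
Log2 signal of 6 genes in each mouse (wt, dots; Tg, squares) at the 5 ages, with lines through the group means.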

We noted that the *Glud1* gene was not among the differentially expressed genes. 

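Glud1 encodes mitochondrial glutamate dehydrogenase 1 and is measured by 2 probe sets. At 10 days the log2 signal of the probe set of higher mean was 12.71 ± 0.14 (SD, n = 3) in Tg and 12.71 ± 0.036 (SD, n = 4) in wt mice. At 9 months it was 12.41 ± 0.090 and 12.51 ± 0.093 (SD, n = 3 each), and at 20 months 12.59 ± 0.010 and 12.52 ± 0.062. The other probe set gave 12.32 ± 0.14 and 12.37 ± 0.11 at 9 months. The difference of Tg from wt furthest from 0 at any age was -0.10 ± 0.070 (SE), at 9 months, with an adjusted p of 0.449 in limma, the smallest of the 10 tests of Glud1.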

The reason for that is related to the fact that the two sets of probes for *Glud1* on the GeneChip are designed to hybridize with the 3’-UTR region of the gene transcript, a region that was not present in the transgene construct that we had inserted into the mouse genome of the *Glud1* Tg mice. Regardless of the lack of detection of excess *Glud1* expression using the microarray chips, we have documented in our previous studies the insertion of the *Glud1* open reading frame in the genomic DNA of the transgenic mice, as well as the over-expression of the GLUD1 protein and increased glutamate dehydrogenase activity in neurons [32], thus confirming the presence and expression of the *Glud1* transgene.

The major functions of the differentially expressed genes are summarized in Table 1. Among these functions, *Mitochondrial envelop* and *Carboxylic acid transport* contain genes in the nuclear genome that code for proteins related to mitochondrial metabolism and function. These genes included: *Crls1*, coding for an enzyme that catalyzes the biosynthesis of di-phosphatidyl glycerol (cardiolipin) in mitochondria; *Cds1* and *Cds2*, coding for enzymes that catalyze the conversion of phosphatidic acid to CDP-diacylglycerol, a precursor to the synthesis of phosphatidyglycerol and cardiolipin; and *Cox4i2, Cox15,* and *Cox5A*, genes coding structural and regulatory components of the multimeric complex that forms the mitochondrial enzyme cytochrome c oxidase (Table 1). 

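Cds2, a CDP-diacylglycerol synthase, was higher in Tg than in wt mice at 9 months by 1.08 ± 0.20 on the log2 scale (adjusted p = 0.00294 in limma, all 3 Tg mice above all 3 wt mice). Its 5 other probe sets differed by 0.010 to 0.79. Its paralog Cds1 had a log2 fold change of -0.075 ± 0.11 (adjusted p = 0.768) and the cardiolipin synthase Crls1 one of 0.23 ± 0.13 (adjusted p = 0.327). Among cytochrome c oxidase genes, Cox15, which makes heme a for the enzyme, differed by 0.046 ± 0.21, with its other probe sets from -0.54 to 0.13, and the subunit Cox5a by 0.024 ± 0.056, with its other probe sets from -0.16 to -0.067. The isoform Cox4i2 stayed below the filter on low signals. Over the 5 ages together the F-test gave Cds2 an adjusted p of 0.115.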

Cytochrome c oxidase is a key enzyme in the electron transport system of mitochondria and one that has been reported to be decreased in terms of expression levels and activity during aging and in Alzheimer’s disease [36,37]. 

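In Tg mice at 9 months Atp5d of the ATP synthase was lower by 0.26 ± 0.057 and Ndufs7 of complex I was lower by 0.21 ± 0.061 on the log2 scale, each with all 3 Tg mice below all 3 wt mice. Of the 69 measured genes of oxidative phosphorylation, 0 were higher in Tg and 2 lower, as when adjusted over the list alone, with a median log2 fold change of -0.027. The respiratory genes did not pass camera (adjusted p = 0.728, and adjusted p = 0.859 with an estimated correlation). In the group of import and carriers the pore protein Vdac1 was higher by 0.30 ± 0.084, with 2 of 3 Tg mice above all wt mice and other probe sets from -0.097 to 0.009, and the inner membrane translocase Timm22 was lower by 0.39 ± 0.11. Within the 48 genes measured for mitochondrial import and carriers, 2 were higher in Tg and 1 lower, as when adjusted over the list alone, with a median log2 fold change of -0.007. The import genes, with a mean of 0.009, did not pass camera, which leaned upward (adjusted p = 0.409, and adjusted p = 0.756 with an estimated correlation). Among 69 measured genes of oxidative phosphorylation at 4.5 months, 0 passed in limma, also when adjusted over the list alone, and 12 and 0 were higher and lower at an unadjusted p under 0.05. Camera placed the same respiratory genes, with a median log2 fold change of 0.061, above the other genes measured (adjusted p = 1.80e-06, and adjusted p = 0.424 with an estimated correlation). At 4.5 months markers of the choroid plexus, striatum, dentate granule cells and interneurons shifted too. Whether they account for the respiratory shift was not tested. Averaged over the 5 ages the median log2 fold change of the respiratory genes was 0.013. The averaged respiratory genes stood above the other genes (camera, adjusted p = 0.00712, and adjusted p = 0.751 with an estimated correlation). Among 13 measured genes of the mitochondrial envelope that the paper tabulates, 1 was higher in Tg and 0 lower, as when adjusted over the list alone, with a median log2 fold change of 0.024. The study chose these on the same mice, so they are not independent of the comparison. Cds2, the higher gene among these, is also a member of the import and carriers list. The paper reads the differences in cardiolipin and cytochrome oxidase genes as a sign that lipid synthesis and oxidative phosphorylation in mitochondria run differently in Tg mice, and proposes this for development through aging.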

The differential expression of these mitochondria-related genes during development, maturation, and aging were suggestive of distinctive patterns of activity between wt and Tg mouse hippocampus cells in two key mitochondrial metabolic pathways, lipid biosynthesis and oxidative phosphorylation.

**Table 1:** **Bio-functions (gene ontology terms) of differentially expressed genes in *Glud1 *** **Tg *vs. *** **wt hippocampus across 5 ages**

**Term**	**P value**	**Key genes**
Ras protein signal transduction	0.0016	Bcl6, Brap, Eps8l1, Hrasls, Nras, Ptplad1, Sdcbp
Metal ion transport (*mostly for calcium and potassium*)	0.0017	Atp1a2, Atp1b1, Atp2c1, Cacna1h, Cacnb4, Camk2g, Itpr2, Kcnab2, Kcnip2, Kcnip3, Kcnk1,,Kcnq2, Kcnt1, Sfxn1, Slc25a28, Slc38a9, Trpc4
Synaptic transmission	0.013	Atp1a2, Cacnb4, Capza2, Cplx3, Grid2, Grm4, Lin7c, Stx1b
Carboxylic acid transport	0.017	Cacnb4, Serinc1, Slc13a3, Slc1a1, Slc1a7, Slc38a9, Trpc4,
Actin cytoskeleton organization	0.027	Acta1, Arhgef2, Atp2c1, Bcl6, Capza2, Dbn1, Neurl2, Nras, Sorbs1
Stress-activated protein kinase signaling pathway (*mostly MAPK and JNK cascades*)	0.034	Brap, Cdc42se1, Errfi1, Fgf12, Fgf2, Gm8188, Map3k7, Myd88, Ptplad1
Mitochondrial envelop	0.05	Cds1, Cds2, Cox15, Cox4i2, Cox5a, Crls1, Cyb5b, Golph3, Nlrx1, Pi4kb, Ppp1cc, Sfxn1, Slc25a28, Tomm20

In addition to the genes that code for mitochondrial proteins, another group of important genes shown in Table 1 are those of *Metal ion transport*, in particular, those for potassium channels. 

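Cacna1h, a low-voltage calcium channel, was higher in Tg mice at 9 months by 0.51 ± 0.10 on the log2 scale (adjusted p = 0.00591 in limma, all 3 Tg mice above all 3 wt mice). The calcium channel subunit Cacnb4 was lower by 0.41 ± 0.097, Cacng4 was lower by 0.71 ± 0.16, with its other probe set at 0.009, and Cacng2, which also carries AMPA receptors, was lower by 0.54 ± 0.15. Within the 26 genes measured for voltage-gated sodium and calcium channels, 1 was higher in Tg and 3 lower, or 2 and 3 adjusted over the list alone, with a median log2 fold change of 0.019. The sodium and calcium channel genes, with a mean of -0.030, did not pass camera, which leaned upward (adjusted p = 0.722, and adjusted p = 0.812 with an estimated correlation). Among 34 measured genes of voltage-gated potassium channels, 0 were higher in Tg and 1 lower, as when adjusted over the list alone, with a median log2 fold change of -0.046. The potassium channel genes, with a mean of -0.033, did not pass camera, which leaned upward (adjusted p = 0.728, and adjusted p = 0.812 with an estimated correlation). Of the 15 measured genes of metal ion transport in the paper's Table 1, 1 was higher in Tg and 1 lower, or 2 and 1 adjusted over the list alone, with a median log2 fold change of 0.059. These were chosen by the study on the same mice. The metal ion transport genes did not pass camera (adjusted p = 0.4, and adjusted p = 0.439 with an estimated correlation).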

Differential expression of these genes would lead to differential regulation of neuronal excitability, sensitivity to Glu-induced neuronal damage, and neurocognitive function. Two of these genes were *Kcnq2* (also known as the M channel) and *Kcnt1*, a sodium and calcium-regulated potassium channel. Mutations in these two genes are associated with early onset epileptic seizures [38,39]. A third potassium channel gene was *Kcnab2*, a gene that codes for the beta subunit of voltage-gated potassium channels and whose over-expression protects neurons from Glu-induced cell damage [40] while its under-expression impedes associative memory formation [41].

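Kcnt1, a potassium channel opened by sodium, had a log2 fold change of Tg against wt of 0.064 ± 0.19 at 9 months, and its other probe sets lay from -0.63 to -0.48 (SE, n = 3 mice of each genotype). At 4.5 months it was -0.42 ± 0.19. The beta subunit Kcnab2 differed by 0.19 ± 0.10 at 9 months (adjusted p = 0.322 in limma), by 0.67 in its other probe set, and by 0.23 ± 0.10 at 4.5 months.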

Of all differentially expressed genes, we identified a subgroup of eight genes which exhibited the most significant differences. These eight genes were: *Akt3*, *Cebpg*, *Klhdc8a*, *Pex11b*, *Prrt4*, *Sfxn1*, *Tomm20*, and *Ubr7. 

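Klhdc8a, a kelch domain protein, in Tg mice at 9 months was lower by 0.98 ± 0.17 on the log2 scale (adjusted p = 0.00262 in limma, all 3 Tg mice below all 3 wt mice), and its other probe set was lower by 1.00. Prrt4 had a log2 fold change of -0.42 ± 0.20 (adjusted p = 0.254). The transcription factor Cebpg differed by 0.12 ± 0.11, with other probe sets from -0.23 to 0.62. Ubr7, which recognizes degradation signals, differed by 0.12 ± 0.11 and by 0.54 in its other probe set. Over the 5 ages Klhdc8a had the smallest F-test p of the 75 genes that the paper names and that could be tested, with an adjusted p of 0.0637. Of those 75 genes 0 passed that test, and 19 had an unadjusted p under 0.05.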

Akt3*, a serine/threonine protein kinase (protein kinase B), is an important component of many signal transduction pathways. *Akt3* is involved in the regulation of cell proliferation, tumorigenesis, differentiation, organismal development, metabolism, synaptic transmission, and cell junction formation [42]. *Cebpg* (CCAAT/enhancer binding protein gamma), a transcription factor, is associated with stress pathways including antioxidant, DNA repair, and immune responses [43,44]. *Klhdc8a*, one of the Kelch domain-containing proteins that are connected to the cytoskeleton, is related to neurite outgrowth and to the development of drug-resistant forms of gliomas [45,46]. *Pex11b* (peroxin 11b), a peroxisomal biogenesis factor, interacts with proteins involved in mitochondrial fission, is involved in lipid metabolism, myelin formation and axonal growth, and mutations in this and related *Pex* genes can lead to the inherited neurological and behavioral syndrome known as the Zellweger syndrome [47,48]. *Prrt4* (proline-rich transmembrane protein 4), a gene related to *Prrt2*, may be associated with abnormal neurological conditions as mutations in *Prrt2* lead to paroxysmal neurological states characterized by seizures and dyskinesias [49]. *Sfxn1* (sideroflexin 1) is a mitochondrial inner membrane tricarboxylate and iron carrier [50]. *Tomm20* (translocase of outer mitochondrial membrane 20 homolog), a component of a receptor-translocase complex in the outer mitochondrial membrane, is involved in recognition and subsequent transport into mitochondria of precursor proteins synthesized in the cytoplasm [51-53]. 

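Sfxn1, a serine carrier of the inner mitochondrial membrane, differed between Tg and wt mice at 9 months by -0.20 ± 0.094 on the log2 scale (adjusted p = 0.236 in limma, n = 3 each). Tomm20, the import receptor of the outer membrane, differed by 0.033 ± 0.059 (adjusted p = 0.806), with its other probe sets from -0.070 to 0.25. At 4.5 months the differences were -0.13 ± 0.094 and 0.038 ± 0.059. From 10 days to 4.5 months, over both genotypes, the changes were -0.16 ± 0.064 for Sfxn1 and 0.054 ± 0.040 for Tomm20 (6 mice against 7).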

The differential expression across age of the two mitochondrial genes *Sfxn1* and *Tomm20* in *Glud1 vs.* wt mouse hippocampi might be further evidence of functional differences between wt and Tg mouse brain mitochondria. Finally, the differential expression patterns of *Ubr7* (ubiquitin protein ligase E3), a member of the family of *N*-terminal ubiquitin ligases that are involved in the regulation of cellular and organismal processes such as apoptosis, neurogenesis, and learning and memory [54-56], might be an indication of differential patterns of folding and degradation of select proteins in Tg *vs.* wt mice.

### Age-related periods with the highest and lowest differential gene expression between Tg and wt mouse hippocampi

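Egr2, an immediate early transcription factor, was higher in Tg mice at 9 months by 2.42 ± 0.49 on the log2 scale, the kinase Plk1 by 2.03 ± 0.42 and the folate enzyme Shmt1 by 2.21 ± 0.50, each with all 3 Tg mice above all 3 wt mice. Erg, a transcription factor of endothelial cells, was lower by 2.70 ± 0.42, the neurokinin receptor Tacr3 was lower by 2.77 ± 0.46 and the neurotensin receptor Ntsr1 was lower by 2.15 ± 0.38. The lower signals of these genes lie far below the array medians, and with 50 added to each signal the differences were 1.36, 0.79, 1.25, -1.23, -1.13 and -1.09 in the same order. Other probe sets of Shmt1 and Tacr3 were at 0.80 and -0.97. The difference turned over between ages for a probe set of the adhesion molecule Dscam. This probe set differed by -2.53 at 10 days and by 2.76 at 9 months. It is among 13 probe sets whose age change differed between Tg and wt (limma's interaction test, adjusted p = 0.00475). Each group held 3 mice, and wt at 10 days 4. Eif4a1 and Zfp207, of translation and splicing, are among the others (adjusted p = 0.00475 and 0.0184). Dscam, Eif4a1 and Zfp207 fall outside the rule for naming genes and are named after the values were seen. Their values are those of single probe sets, and other probe sets or values with 50 added are not given.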

Among the 407 differentially expressed genes, the differences between the Tg and wt mouse hippocampi were not always in one direction, *i.e.*, either over-expression or under-expression of the genes in one mouse genotype *vs.* the other. An analysis of the total number of genes whose expression in hippocampus differed in Tg *vs.* wt mice across the five ages is shown in Figure 2. In the hippocampus of 10 day-old mice, there were relatively few differences in gene expression between *Glud1* and wt mice, and most of the genes that were differentially expressed were at lower levels (down-regulation) in the Tg compared with the wt hippocampus. 

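Cdh19, a cadherin of Schwann cells and oligodendrocytes, was higher in Tg than in wt mice at 10 days by 1.83 ± 0.32 on the log2 scale (adjusted p = 0.0199 in limma, all 3 Tg mice above all 4 wt mice). Its signals at this age were low, and with 50 added to each signal it was at 0.49 and did not pass (adjusted p = 0.498). The mitochondrial ribosomal protein gene Mrps10 was the only call at a fold change of 1.3 and an adjusted p of 0.01, lower in Tg, and it is named after the values were seen. At an adjusted p under 0.05 there were 3 higher and 7 lower probe sets, and at an unadjusted p under 0.05 there were 911 higher and 1003 lower. SAM gave 0. Among markers of the choroid plexus, which lies beside the hippocampus, Ttr was at -3.76 ± 1.59 and Cldn2 at -3.65 ± 1.52, and neither passed. Within the 23 genes measured for the choroid plexus, 0 passed in limma, also when adjusted over the list alone, and 0 and 4 were higher and lower at an unadjusted p under 0.05. Together the choroid plexus genes, with a median log2 fold change of -1.57, shifted downward against the rest (camera, adjusted p = 4.73e-10, and adjusted p = 0.623 with an estimated correlation). Ribosomal protein genes had a median of 0.050. The ribosomal genes stood above the other genes (camera, adjusted p = 1.39e-05, and adjusted p = 0.281 with an estimated correlation). Camera placed the postsynaptic genes, with a median log2 fold change of 0.054, above the other genes measured (adjusted p = 0.0196, and adjusted p = 0.281 with an estimated correlation). The ER stress genes, with a median log2 fold change of -0.065, stood below the other genes (camera, adjusted p = 0.0163, and adjusted p = 0.307 with an estimated correlation). Together the microglial marker genes, with a median log2 fold change of 0.099, shifted upward against the rest (camera, adjusted p = 0.0327, and adjusted p = 0.555 with an estimated correlation). The meningeal marker genes, with a median log2 fold change of -0.30, stood below the other genes (camera, adjusted p = 0.0327, and adjusted p = 0.814 with an estimated correlation). The single call became 24, 11 and 2 without Tg replicates 2, 1 and 3, 7 without wt replicate 4, 2 without either wt replicate 1 or wt replicate 2, and 0 without wt replicate 3.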

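At 4.5 months Doc2a, a calcium sensor of vesicle release, had a log2 fold change of Tg against wt of -0.74 ± 0.23 and Reln, which guides migrating neurons, one of -0.49 ± 0.12 (SE, n = 3 mice of each genotype). Neither passed. Of the 48 measured genes of synaptic vesicles and release, 0 passed in limma, also when adjusted over the list alone, and 1 and 8 were higher and lower at an unadjusted p under 0.05. The vesicle release genes, with a median log2 fold change of -0.062, stood below the other genes (camera, adjusted p = 9.14e-05, and adjusted p = 0.15 with an estimated correlation). Within the 38 genes measured for the proteasome, 0 passed in limma, also when adjusted over the list alone, and 5 and 0 were higher and lower at an unadjusted p under 0.05. The proteasome genes, with a median log2 fold change of 0.063, stood above the other genes (camera, adjusted p = 0.00175, and adjusted p = 0.424 with an estimated correlation). The choroid plexus marker Ttr was at 3.27 ± 1.70 and did not pass. All 23 choroid plexus genes were above 0, with a median of 1.09, and 0 passed in limma. Camera placed the choroid plexus genes above the other genes measured (adjusted p = 1.26e-04, and adjusted p = 0.552 with an estimated correlation). The striatal marker genes, with a median log2 fold change of -0.23, stood below the other genes (camera, adjusted p = 0.00543, and adjusted p = 0.177 with an estimated correlation). Together the dentate granule cell genes, with a median log2 fold change of 0.16, shifted upward against the rest (camera, adjusted p = 0.00988, and adjusted p = 0.552 with an estimated correlation). The interneuron genes, with a median log2 fold change of -0.17, stood below the other genes (camera, adjusted p = 0.00988, and adjusted p = 0.519 with an estimated correlation). Camera placed the CA3 and CA2 genes, with a median log2 fold change of 0.096, above the other genes measured (adjusted p = 0.0195, and adjusted p = 0.552 with an estimated correlation). Over all probe sets limma and SAM each called 0 at this age, and 825 were higher and 776 lower in Tg at an unadjusted p under 0.05. Leaving out Tg replicate 1 or Tg replicate 3 gave 2 calls, and leaving out wt replicate 1 or wt replicate 3 gave 1.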

By 4.5 months of age, the number of genes whose levels of expression were lower in Tg than wt hippocampus had quadrupled in comparison with the 10 day old mice but, once again, only few genes were expressed at higher levels (up-regulation) in Tg than wt mice at that age (Figure 2). This pattern reversed dramatically at 9 months of age, with a high number of genes being up-regulated in Tg compared with wt hippocampus. 

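Prox1, a transcription factor of dentate gyrus granule cells, was higher in Tg mice at 9 months by 0.77 ± 0.22 and the junction protein Dsp by 1.11 ± 0.30 on the log2 scale (all 3 Tg mice above all 3 wt mice). Of the 15 measured genes of dentate granule cells, 2 were higher in Tg and 0 lower, or 8 and 0 adjusted over the list alone, with a median log2 fold change of 0.48. Together the dentate granule cell genes shifted upward against the rest (camera, adjusted p = 2.17e-08, and adjusted p = 0.133 with an estimated correlation). Among immediate early genes the phosphatases Dusp6 and Dusp5 were higher by 0.54 ± 0.13 and 0.87 ± 0.24. Within the 32 genes measured for immediate early response, 3 were higher in Tg and 0 lower, or 11 and 1 adjusted over the list alone, with a median log2 fold change of 0.41. Camera placed the immediate early genes above the other genes measured (adjusted p = 9.18e-08, and adjusted p = 0.213 with an estimated correlation). Among interneuron genes the GABA enzyme Gad2 was lower by 0.45 ± 0.12 (2 of 3 Tg mice below all wt mice), and its other probe set was at 0.093. Among 19 measured genes of interneurons, 0 were higher in Tg and 2 lower, or 1 and 7 adjusted over the list alone, with a median log2 fold change of -0.35. Together the interneuron genes shifted downward against the rest (camera, adjusted p = 0.0453, and adjusted p = 0.537 with an estimated correlation). Among marker genes of the striatum, a neighbouring region, the dopamine receptor Drd1 was lower by 1.88 ± 0.33. Of the 15 measured genes of the striatum, 0 were higher in Tg and 3 lower, or 0 and 4 adjusted over the list alone, with a median log2 fold change of -0.36. Camera placed the striatal marker genes below the other genes measured (adjusted p = 0.0453, and adjusted p = 0.337 with an estimated correlation). The endothelial genes, with a median log2 fold change of -0.21, stood below the other genes (camera, adjusted p = 0.0492, and adjusted p = 0.621 with an estimated correlation). Choroid plexus genes had a median of -1.08 and meningeal genes of -0.52, and neither list passed camera (adjusted p = 0.387 and 0.115). The beta-actin 3'/5' ratios, a sign of RNA quality, did not overlap at this age. They ran from 0.709 to 0.756 in Tg and from 0.768 to 0.963 in wt on the log2 scale. At this age 83 probe sets were higher and 109 lower in Tg, 192 in all. On the log2 of the deposited values 65 were higher and 57 lower. The 192 became 59 without Tg replicate 3 and 90 without wt replicate 2. At an adjusted p under 0.05 there were 436 higher and 498 lower. SAM called 1, and 0 passed when only the 6 arrays of this age were fitted. A replicate block gave 73, 37 higher and 36 lower, and weights for each age, chosen after the values were seen, gave 6. Arrays at this age varied most, and the model's spread is shared by all ages, so its p values here tend to be too small.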

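At 20 months Dbp, a transcription factor that follows the circadian clock, was higher in Tg mice by 1.05 ± 0.12 on the log2 scale (adjusted p = 2.57e-05), its partner gene Ciart by 0.95 ± 0.15, the immediate early gene Egr1 by 0.81 ± 0.13 and Sema6c, a semaphorin, by 1.29 ± 0.24. The adrenaline enzyme Pnmt was lower by 2.54 ± 0.32 (adjusted p = 9.57e-05), and by 1.49 with 50 added to each signal. The other probe set of Sema6c was at 0.42, and with 50 added to each signal Sema6c was at 0.87 and did not pass (adjusted p = 0.237). Limma called 5 probe sets higher and 1 lower at this age, a count that fell to 3 without Tg replicate 1 and without wt replicate 3, and to 1 when only the 6 arrays of this age were fitted, and SAM called 4. Of the 45 measured genes of complement and glial activation at 14.5 months, 0 passed in limma, also when adjusted over the list alone, and 0 and 2 were higher and lower at an unadjusted p under 0.05. The complement genes, with a median log2 fold change of -0.11, stood below the other genes (camera, adjusted p = 0.0047, and adjusted p = 0.958 with an estimated correlation). Camera placed the respiratory genes, with a median log2 fold change of 0.025, above the other genes measured (adjusted p = 0.0047, and adjusted p = 0.958 with an estimated correlation). The myelin genes, with a median log2 fold change of -0.10, stood below the other genes (camera, adjusted p = 0.00832, and adjusted p = 0.693 with an estimated correlation). Limma and SAM both called 0 probe sets at 14.5 months, where 135 were higher and 128 lower at an unadjusted p under 0.05.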

Finally, in the last two age groups— *i.e.* the 14.5 and 20 month old mice, the populations of differentially expressed genes were relatively small, approximately at the same levels as those at 10 days of age (Figure 2).

**Figure 2:**
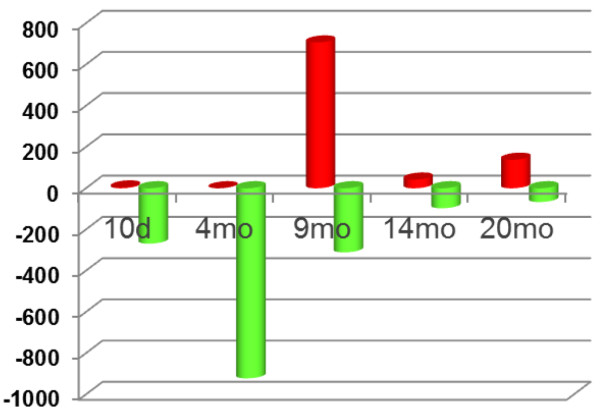
**Total number of genes (probesets) in *Glud1 *** **Tg hippocampi that were either significantly under (green)- or over (red) -expressed when compared with wt hippocampi at each age examined.**

The high number of genes that were differentially transcribed in 4.5 and 9 month-old Tg *vs.* wt mouse hippocampus might suggest that this period represented a critical stage in the maturation of the mouse hippocampus and that the over-expression of *Glud1* in neurons may have had the greatest effect around this age period. The GO categories enriched with genes that were differentially expressed in Tg *vs.* wt mice at 4.5 and 9 months of age, revealed several key neurobiological functions that were down-regulated at 4.5 months but up-regulated at 9 months in Tg *vs.* wt mouse hippocampus (Table 2). These functions were summarized as Neuronal growth and development (including *neuron projection* and *nervous system development*), Axonal path-finding (including *axonal guidance*, *cytoskeleton*, *focal* and *cell adhesion*), and Synapse formation and signaling (including *synaptic vesicle* and *synaptic transmission*).

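Dlg4, the scaffold PSD-95, was higher in Tg mice at 9 months by 0.72 ± 0.15 on the log2 scale and the kinase Camk2b by 0.32 ± 0.076, while the adhesion protein Nlgn2 of inhibitory synapses was lower by 0.24 ± 0.065 and the kainate receptor Grik3 was lower by 0.75 ± 0.21, each with all 3 Tg mice beyond all 3 wt mice. Among 45 measured genes of glutamate receptors and the postsynaptic density, 3 were higher in Tg and 3 lower, or 3 and 7 adjusted over the list alone, with a median log2 fold change of -0.012. The postsynaptic genes, with a mean of -0.045, did not pass camera, which leaned upward (adjusted p = 0.728, and adjusted p = 0.812 with an estimated correlation). Regulators of small GTPases included Kalrn, which shapes spines, higher by 0.33 ± 0.094, Rapgef2 by 0.20 ± 0.055 and Tbc1d14 by 0.47 ± 0.13, the last with other probe sets from -0.12 to 0.058. Of the 53 measured genes of small GTPase regulation, 4 were higher in Tg and 0 lower, or 7 and 0 adjusted over the list alone, with a median log2 fold change of 0.028. The GTPase regulator genes stood above the other genes (camera, adjusted p = 0.0173, and adjusted p = 0.213 with an estimated correlation). As given above, dentate granule cell genes shifted upward at this age and genes of interneurons and the striatum downward. Whether these markers account for the shift of the GTPase regulators was not tested. Of the cytoskeleton, Actb was higher by 0.18 ± 0.051 and the actin-binding thymosin Tmsb10 was lower by 0.41 ± 0.11. The 3'/5' ratios of beta-actin, the product of Actb, lay apart at this age, at 0.709 to 0.756 in Tg and 0.768 to 0.963 in wt. The change of Actb therefore cannot be told from a difference in RNA quality. For the other differences at this age RNA quality stays an open explanation too. Within the 46 genes measured for the cytoskeleton, 2 were higher in Tg and 1 lower, or 3 and 2 adjusted over the list alone, with a median log2 fold change of 0.040. No shift of the cytoskeleton genes passed camera (adjusted p = 0.18, and adjusted p = 0.546 with an estimated correlation). Without quantile normalization the cytoskeleton and postsynaptic lists leaned the other way. Among 38 measured genes of neurogenesis and migration, 3 were higher in Tg and 3 lower, or 6 and 8 adjusted over the list alone, with a median log2 fold change of -0.049. Within the 48 genes measured for vesicle release, 0 were higher in Tg and 3 lower, or 1 and 5 adjusted over the list alone, with a median log2 fold change of -0.078. The vesicle genes did not pass camera (adjusted p = 0.549, and adjusted p = 0.773 with an estimated correlation). At 4.5 months tubulin Tubb5 had a log2 fold change of -0.20 ± 0.053, which did not pass. Among 46 measured genes of the cytoskeleton at 4.5 months, 0 passed in limma (0 higher and 1 lower adjusted over the list alone) and 3 and 1 were higher and lower at an unadjusted p under 0.05. The same cytoskeleton genes, with a median log2 fold change of -0.018, did not pass camera (adjusted p = 0.939, and adjusted p = 0.951 with an estimated correlation). The paper takes the large number of differences at 4.5 and 9 months and proposes that the hippocampus passes a decisive stage of maturation then, when the added Glud1 acts most.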

**Table 2:** **Bio-functions of down- or up-regulated genes in *Glud1 *** **Tg compared with wt hippocampus at various ages**

**Age group**	**Down-regulated**	**Up-regulated**
10 days post birth	Ion binding and transport, transmembrane transport, extracellular space, neuronal development, metabolism and energy generation	
4.5 months	Neuron projection, axonal guidance, synaptic transmission, ion binding, cytoskeleton, protein ubiquitination, intracellular transport, cell adhesion, synaptic vesicle	
9 months	Signal transduction, nervous system development, cell adhesion, synaptic transmission, ion homeostasis	Nervous system development, signal transduction, cytoskeleton, focal adhesion, ion transport, synaptic transmission, protein folding and degradation
14.5 months	Extracellular region, cell adhesion, and ion transport	
20 months	Voltage-gated channel	Synapse

The group of genes related to neuronal growth and development consisted of the transcription factors *Fos*, *Pbx1*, *Zeb2*, and *Egr2. 

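Zeb2, a repressor that shapes neuronal identity, was higher in Tg mice at 9 months by 0.77 ± 0.17 on the log2 scale (adjusted p = 0.0164 in limma, all 3 Tg mice above all 3 wt mice), and its other probe sets lay from 0.27 to 0.59. The immediate early gene Fos was at 1.14 ± 0.51 (adjusted p = 0.219). The other probe set of Egr2 was at 1.33. At 4.5 months Fos was at -0.36 ± 0.51, Zeb2 at -0.22 ± 0.17 and Egr2 at -0.84 ± 0.49, and none passed. Of the 6 measured genes of neuronal growth that the paper names and that were tested, 2 were higher in Tg and 0 lower, as when adjusted over the list alone, with a median log2 fold change of 0.46. Together the named growth genes shifted upward against the rest (camera, adjusted p = 0.00452, and adjusted p = 0.0268 with an estimated correlation). The study chose them on these mice. Within the 6 genes measured for neuronal growth at 4.5 months, 0 passed in limma, also when adjusted over the list alone, and 0 and 0 were higher and lower at an unadjusted p under 0.05. The same growth genes, with a median log2 fold change of -0.16, did not pass camera (adjusted p = 0.535, and adjusted p = 0.741 with an estimated correlation).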

Fos,* FBJ murine osteosarcoma viral oncogene homolog, is the first immediate early gene identified to have an increased level of expression following neuronal stimulation in brain and it, together with other regulatory factors and immediate early genes, may be involved in dendrite growth and synaptic plasticity [57,58]. *Pbx1*, pre-B-cell leukemia homeobox 1, is a homeodomain gene involved in early neuronal development, axon pathway finding, and regulation of compulsive behaviors [59-61]. *Zeb2*, zinc finger E-box binding homeobox 2, is a gene that is involved in early brain development and the regulation of myelination of neurons; mutations of this gene lead to microcephaly, agenesis of corpus callosum, and mental retardation [62]. *Egr2*, early growth response 2, is a gene involved in axonal growth and myelination and mutations in this gene are associated with congenital neurological diseases characterized by hypo-myelination and abnormal axonal growth and function in the peripheral nervous system [63]. Other differentially expressed genes related to neurite growth, pathway finding, and synapse formation included the gene *Ndel1* coding for a cytoskeleton-organizing protein that controls neuron migration and outgrowth [64], the gene *Nrca* involved in neuronal cell adhesion, axonal growth and directional migration [65], and the gene *Ntrk2* coding for the receptor of brain-derived neurotrophic factor (BDNF) and involved in dendritic spine growth and synapse formation [66,67]. 

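At 4.5 months Ndel1, which moves the nucleus of migrating neurons, had a log2 fold change of Tg against wt of -0.030 ± 0.068, the adhesion protein Nrcam one of 0.078 ± 0.068 and Ntrk2, the BDNF receptor, one of -0.10 ± 0.086 (SE, n = 3 mice of each genotype). The growth cone protein Gap43 was at -0.35 ± 0.13 and doublecortin, Dcx, at -0.41 ± 0.14. None of the 5 genes passed. Among 51 measured genes of axon growth and guidance, 0 passed in limma, also when adjusted over the list alone, and 4 and 5 were higher and lower at an unadjusted p under 0.05. The axon growth genes, with a median log2 fold change of -0.034, did not pass camera (adjusted p = 0.294, and adjusted p = 0.586 with an estimated correlation). Of the 38 measured genes of neurogenesis and migration, 0 passed in limma (0 higher and 2 lower adjusted over the list alone) and 3 and 3 were higher and lower at an unadjusted p under 0.05. The neurogenesis genes, with a median log2 fold change of -0.014, did not pass camera (adjusted p = 0.647, and adjusted p = 0.64 with an estimated correlation). At 9 months Ndel1 was at -0.021 ± 0.068 and Ntrk2 at -0.12 ± 0.086, with the other probe sets of Ntrk2 from -0.11 to 1.59, and Gap43 in Tg was lower by 0.45 ± 0.13. From the lower growth genes at 4.5 months the paper proposes that neurons of Tg mice grow, project and form synapses later.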

The lower levels of expression of these genes in 4.5-month-old Tg as compared with wt mouse hippocampus might be an indication of delayed neuronal growth, axonal projection, and synapse formation in the Tg mice.

At ages past 9 months, the differences in gene expression between the *Glud1* and wt mouse hippocampi were not as pronounced as at 4.5 and 9 months. 

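Within the 24 genes measured for myelin and oligodendrocytes at 20 months, 0 passed in limma, also when adjusted over the list alone, and 1 and 0 were higher and lower at an unadjusted p under 0.05. Together the myelin genes, with a median log2 fold change of 0.12, shifted upward against the rest (camera, adjusted p = 0.00347, and adjusted p = 0.738 with an estimated correlation). Among 19 measured genes of interneurons, 0 passed in limma, also when adjusted over the list alone, and 0 and 4 were higher and lower at an unadjusted p under 0.05. Camera placed the interneuron genes, with a median log2 fold change of -0.18, below the other genes measured (adjusted p = 0.00347, and adjusted p = 0.254 with an estimated correlation). Of the 26 measured genes of voltage-gated sodium and calcium channels, 0 passed in limma, also when adjusted over the list alone, and 0 and 0 were higher and lower at an unadjusted p under 0.05. The sodium and calcium channel genes, with a mean of -0.027, did not pass camera, which leaned upward (adjusted p = 0.908, and adjusted p = 0.946 with an estimated correlation). Within the 34 genes measured for voltage-gated potassium channels, 0 passed in limma, also when adjusted over the list alone, and 1 and 1 were higher and lower at an unadjusted p under 0.05. The potassium channel genes, with a median log2 fold change of 0.002, did not pass camera (adjusted p = 0.762, and adjusted p = 0.832 with an estimated correlation). Among 48 measured genes of synaptic vesicles, 0 passed in limma, also when adjusted over the list alone, and 1 and 0 were higher and lower at an unadjusted p under 0.05. The vesicle release genes, with a mean of 0.005, did not pass camera, which leaned downward (adjusted p = 0.908, and adjusted p = 0.946 with an estimated correlation). The 14.5-month meningeal genes, with a median log2 fold change of -0.49, stood below the other genes (camera, adjusted p = 0.00832, and adjusted p = 0.693 with an estimated correlation). Camera placed the 14.5-month vessel genes, with a median log2 fold change of -0.13, below the other genes measured (adjusted p = 0.00832, and adjusted p = 0.693 with an estimated correlation). These markers and those of myelin come from cells other than neurons.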

Functional analyses of the GO categories significantly enriched with differentially expressed genes at these ages were indicative of some important neurobiological functions that differed between Tg and wt mouse hippocampi, such as *cell adhesion and extracellular region*, *ion transport, voltage-gated channel, and synaptic activity* (Table 2).

### Transcriptomic changes in the hippocampus during “developmental” and “aging” stages of life

The results of analyses of gene expression patterns outlined above were obtained by treating the data as if the age-associated changes in expression in Tg and wt hippocampi were part of a biological process that is expressed in a continuum from 10 days post-natal to 20 months of old age. But, we know that the immediate post-natal period up to 2-3 months of age is characterized by many changes in tissues, especially in the brain, that would be considered as developmental events. Similarly, the changes in cell and organ function with advancing age from 14.5 to 20 months would be considered part of organismal aging. For this reason, we decided to re-analyze the data on gene expression as falling into two phases in the life spectrum, a “developmental” and an “aging” stage of life. The age of 9 months appeared to represent an approximate midpoint between these two stages. Therefore, the transcriptomic data were re-analyzed by dividing them into a “developmental stage” that encompassed the period between 10 days and 9 months of age, and an “aging stage” between 9 and 20 months.

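Sox3, of neural progenitors, differed both by age and by genotype over 10 days, 4.5 and 9 months. Its adjusted p was 1.13e-08 in limma's F-test of genotype, the test whose p is given for genes of this stage. The potassium channel subunit Kcns3 had an adjusted p of 5.35e-07 and Cdk5r1, which activates Cdk5 in neurons, of 0.00507 in limma, and all 3 were lower in Tg mice at 9 months. The phospholipid acyltransferase Mboat2 was higher there, with an adjusted p of 0.00228 in limma. In all 224 probe sets of 192 genes passed both tests, 97 higher and 127 lower in Tg at 9 months, while 21260 passed the age test and 254 the genotype test alone. On the log2 of the deposited values 83 were higher and 65 lower. Only 12 passed, 2 higher and 10 lower, when the arrays of the 3 ages alone were fitted, 93 with a replicate block, 138 without a filter, 138 with moderation without trend, 22 at an adjusted p of at most 0.01, and 8 with weights for each age, which were chosen after the values were seen. With the probe set of highest mean for each gene 107 genes passed, 23 higher and 84 lower. The 224 became 349 without Tg replicate 1 at 10 days, 85 without Tg replicate 3 at 9 months and 105 without wt replicate 2 at 9 months.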

In the developmental stage, our analysis identified 217 genes which exhibited both age-dependent changes and significant expression differences between the *Glud1* and wt mice. Hierarchical clustering of these genes according to changes in their expression from 10 days to 4.5 and 9 months of age is shown in Figure 3. The top group shown in Figure 3 (group I) had high levels of expression at 10 days of age and progressively lower levels at 4.5 and 9 months. 

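Tacr3 fell through the 3 ages in Tg and in wt mice (adjusted p = 0.0157 in limma's test of genotype). Its mean log2 signals were 8.66, 6.68 and 3.96 in Tg and 8.78, 7.01 and 6.74 in wt. Erg, an endothelial transcription factor (adjusted p = 0.0117), had means of 7.36, 6.13 and 4.07 in Tg and 7.50, 5.99 and 6.77 in wt. Cand2, which exchanges parts of ubiquitin ligases (adjusted p = 0.00508), and Blvrb of heme breakdown (adjusted p = 0.0338) ended in wt at 6.63 and 7.90 after 6.88 and 7.84 at 10 days. At 9 months Cand2 in Tg mice was lower by 2.69 ± 0.40 on the log2 scale and Blvrb was lower by 2.42 ± 0.45, and with 50 added to each signal they were at -1.18 and -1.44. The protease Pcsk4 was higher in Tg at 9 months by 2.09 ± 0.39, the adaptor Stap2 by 2.03 ± 0.45, and the sphingosine receptor S1pr2 by 2.01 ± 0.41, its other probe set at 0.066. With 50 added these 3 were at 1.14, 0.91 and 0.86. In all, 82 probe sets that differed by genotype fell through these ages in the mean of both genotypes. A difference between Tg and wt at 9 months is part of that mean, so the direction of the difference is not counted by course.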

The decrease in the expression of these genes in the Tg hippocampus at 9 months was much greater than that detected in wt mice. A GO analysis of the genes in this group indicated that the biological functions significantly enriched with these genes were *RNA recognition and binding, Calcium and other metal ion binding, Protein kinase activity, Cytoskeleton,* and *Synapse*.

**Figure 3:**
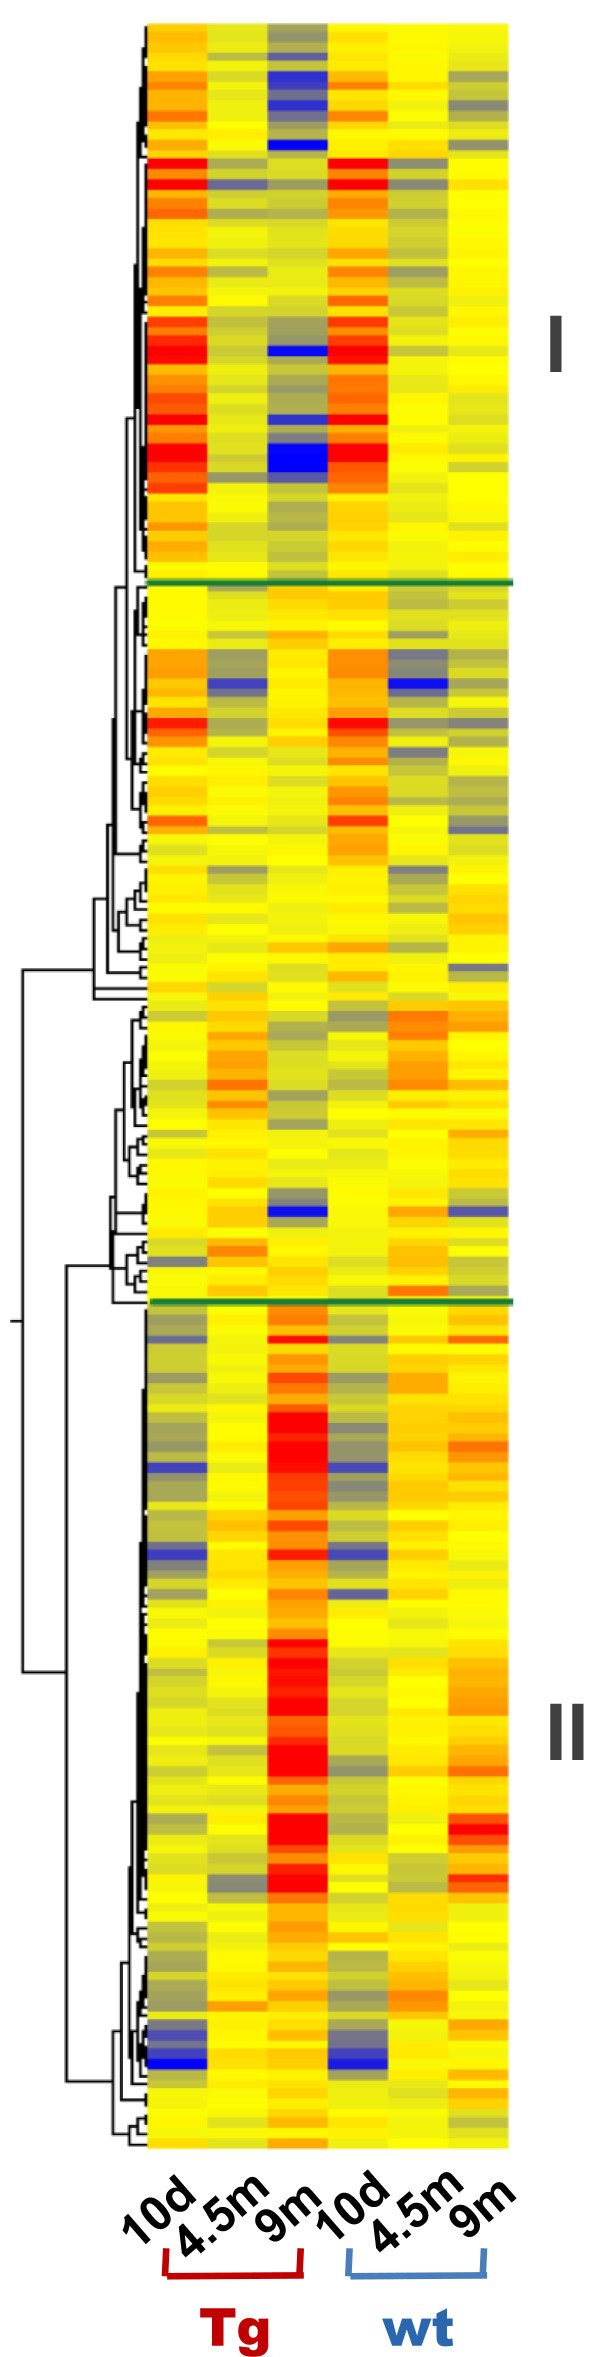
**Hierarchical clustering of genes that were differentially expressed in the Tg *vs*. wt hippocampi during the “developmental stage” (10 day, 4.5 and 9 month old).** The clusters are further subdivided into 3 gene expression patterns that were similar in Tg and wt hippocampi even though there were differences in ov: those decreasing in expression levels with advancing age and with the expression in the Tg mice at 9 months being lower than the wt (panel I); those with increasing expression with advancing age and with the Tg expression levels being higher than the wt at 9 months (panel II); and those with a mixed pattern of age-related change in expression (middle panel).

The bottom group of genes shown in Figure 3 (group II), had a pattern of increasing expression with advancing age from 10 days to 9 months. These genes were also differentially expressed in Tg *vs.* wt mouse hippocampus. The expression levels of these genes at 9 months of age were significantly higher in Tg compared with wt. 

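The calcium channel gene Cacna1h rose through the 3 ages, and Tg mice ended above wt mice. Its adjusted p was 0.0179 in limma's test of genotype over this stage. Cdh19, whose difference lay at 10 days, also rose (adjusted p = 0.0179), and Tg and wt mice differed by -0.20 ± 0.34 at 9 months. Cds2 rose to 4.5 months and then fell in the mean of both genotypes (adjusted p = 0.0286). In that mean 24 probe sets that differed by genotype rose throughout, 75 rose and then fell and 43 fell and then rose.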

The GO categories enriched with these genes were: *Synaptic transmission, Neuron projection and cytoskeleton, Endomembrane system* (including nuclear envelop and Golgi apparatus), *Metal ion binding and channel activity, Protein catabolic process, Cell adhesion, Plasma membrane, Mitochondrion, and Regulation of apoptosis*. The expression changes for these genes suggested that during the developmental stage, the hippocampus of the *Glud1* mice differed from that of the wt in terms of important neuronal structural and functional aspects, such as neuronal projection and neurite growth, protein degradation, mitochondrial function, and metal ion binding and transport. 

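Among gene lists, the developmental stage held few members. Reln, which guides migrating neurons, in Tg mice at 9 months was lower by 0.45 ± 0.12 on the log2 scale. All 3 Tg mice lay below all 3 wt mice (adjusted p = 0.028 in limma's genotype test of the stage). The 38 genes of neurogenesis and migration held 2 such genes, Cdk5r1 and Reln, both lower, while the other probe sets of Cdk5r1 lay from -0.15 to 0.22 at 9 months. Reln also marks interneurons, and the 19 interneuron genes held 2, Gad2 and Reln, both lower. Kcns3 was the member among 34 potassium channel genes and Cacna1h among 26 of sodium and calcium channels. Cds2 was the member among 48 of mitochondrial import and carriers. Cds2 and Cacna1h are also in the paper's lists, which the study chose on the same mice. The axon growth, cytoskeleton, proteasome and oxidative phosphorylation lists and the 3 ubiquitin lists held 0 that passed both tests. Of all 12844 genes 107 passed, so a list of this size is expected to hold few or none. These list counts were added after the stage results were seen. From the functions of its rising group the paper proposes that neurite growth, protein degradation, mitochondria and metal ion transport develop differently in Tg mice.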

At the age of 9 months, the cells of the hippocampus in the Tg mice had exceeded in the expression of most of these genes the levels observed in the wt hippocampus.

A much greater number of probesets (1,257) than those that were differentially expressed in the “developmental stage” showed differential expression between *Glud1 vs.* wt hippocampus during the “aging stage”, *i.e.*, from 9 to 20 months of age (Figure 4). 

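Pnmt, which makes adrenaline, differed by age and genotype from 9 to 20 months, and so did Dbp and Ciart of the circadian clock. Their adjusted p was 5.80e-04, 1.41e-04 and 0.00786 in limma's test of genotype, each through the difference at 20 months. Kcns3 and Sox3 passed through their difference at 9 months (adjusted p = 5.93e-07 and 1.21e-08). In all 110 probe sets of 100 genes passed both tests, 45 higher and 65 lower in Tg at 9 months, and 56 genes when each is shown by a single probe set, 13 higher and 43 lower. On the log2 of the deposited values 44 probe sets passed, 25 higher and 19 lower. Only 21 passed when the arrays of the 3 ages alone were fitted, 48 with a replicate block, 26 higher and 22 lower, 17 at an adjusted p of at most 0.01, and 14 with weights for each age, chosen after the values were seen. The 110 became 49 without Tg replicate 3 and 56 without wt replicate 2 at 9 months, 73 without Tg replicate 2 or 3 and without wt replicate 2 at 14.5 months, and 68 and 67 without wt replicates 1 and 3 at 14.5 months. Of the 75 tested genes that the paper names 0 passed both tests and 3 passed the genotype test.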

Only few of these genes had a continuously increasing or decreasing pattern of expression from 9 to 20 months of age. Most genes fell into one of two major groups: those whose expression increased between 9 and 14.5 months and then decreased at 20 months of age (marked as Group I in Figure 4), and those whose expression decreased between 9 and 14.5 months and then increased again at 20 months (Group III in the figure). 

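Birc5, an inhibitor of apoptosis used in cell division, had an adjusted p of 0.0362 in limma's test of genotype. Its mean log2 signals at 9, 14.5 and 20 months were 2.97, 4.73 and 4.21 in Tg and 5.87, 5.83 and 2.80 in wt. The receptor Tacr3 rose and then fell in both, with 3.96, 6.92 and 6.07 in Tg and 6.74, 6.92 and 6.51 in wt (adjusted p = 0.0168). Erg rose throughout in Tg and fell throughout in wt (adjusted p = 0.00861), and Sema6c, a guidance molecule, fell throughout in Tg (adjusted p = 0.0326). In the mean of both genotypes, which holds the difference at 9 months, 63 of the 110 probe sets rose and then fell, 31 rose throughout, 11 fell and then rose and 5 fell throughout. Among the 16483 probe sets that changed with age over this span, whether or not by genotype, 37.8% rose and then fell, 36.5% fell and then rose, 17.7% rose throughout and 7.95% fell throughout. Spiked-in controls also differed between these ages, so a turn at 14.5 months cannot be told from a difference between arrays.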

Genes in Group I were further separated into two subgroups based on their relative expression levels in Tg *vs.* wt at the start of this aging stage (marked as Subgroups I-1 and I-2 in Figure 4). Genes in Subgroup I-1 were expressed at higher levels in Tg than wt at 9 months of age, and the GO categories significantly associated with these genes included *Cytoskeleton*, *Golgi apparatus*, *Vesicle-mediated transport*, *Calcium ion binding*, and *Protein transport*. Since three of these GO categories are related to intracellular transport processes, the expression pattern of these genes might represent possible adaptations of cells in the Tg mouse hippocampus that would lead to increased growth or elongation of processes. 

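Vwc2l, a secreted protein of neurons, was lower in Tg at 9 months (adjusted p = 0.00503 in limma's genotype test of this stage). So were Tbc1d30, which acts on Rab GTPases (adjusted p = 0.00526), and Cand2 (adjusted p = 0.00573). The dopamine receptor Drd1, a striatal marker, passed both tests too (adjusted p = 0.0206). Pcsk4 was higher in Tg at 9 months (adjusted p = 0.0396). The course of the 63 probe sets that rose and then fell is that of both genotypes together and depends on the Tg values at 9 months, so it does not tell how Tg mice differ. The lists of the cytoskeleton and of intracellular transport held 0 genes of this stage. With 56 of all 12844 genes in it, lists of this size are expected to hold few or none, so this decides little. Sorl1, a sorting receptor, was higher in Tg at 9 months by 0.35 ± 0.089 on the log2 scale, all 3 Tg mice above all 3 wt mice. Within the 53 genes measured for intracellular and vesicle transport, 1 was higher in Tg and 0 lower, as when adjusted over the list alone, with a median log2 fold change of 0.002. The transport genes did not pass camera (adjusted p = 0.29, and adjusted p = 0.609 with an estimated correlation).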

Genes in Subgroup I-2 were expressed at lower levels in Tg than wt at 9 months, and the GO categories associated with these genes included *Regulation of transcription*, *Metal ion binding*, and *Protein kinase activity*, *i.e.*, suggestive of changes in intracellular signaling and regulation of protein synthesis in the *Glud1* Tg mouse hippocampus.

**Figure 4:**
**Hierarchical clustering of genes that were differentially expressed in the Tg *vs*. wt hippocampi during the “aging stage” (9, 14.5, and 20 month old).** The clusters are further subdivided into differing gene expression patterns across age of both Tg and wt mice. A further subdivision of the clusters was made based on whether the gene expression levels for the Tg hippocampi were higher at 9 months than those for the wt (see text for full description).

Group III genes, *i.e.*, those whose expression levels decreased from 9 to 14.5 months and then partially rebounded at 20 months, were similarly divided into two subgroups. The genes in Subgroup III-2 (Figure 4) were expressed at higher levels in Tg than wt at 9 months of age, and the GO categories enriched with genes in this subgroup were *RNA binding*, *Protein kinase activity and ATP binding*, *GTPase regulator activity*, *Microtubule cytoskeleton*, *Actin skeleton*, and *Neuron projection*. This grouping showed, once again, that intracellular transport and neurite projection processes, *i.e.*, microtubule and actin cytoskeleton, were at higher levels in Tg than wt hippocampi at 9 months and appeared to increase again, but moderately, at 20 months. 

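Ribosomal protein genes, those of oxidative phosphorylation and those of the proteasome held 0 members among the genes that fell and then rose with a genotype difference from 9 to 20 months. Only 6 of the 12844 genes did so, too few for any list to be expected to hold a member. The counts of 0 therefore decide nothing. At 9 months the proteasome subunits Psmc6 and Psmb4 were higher in Tg, by 0.20 ± 0.055 and 0.16 ± 0.045 on the log2 scale. Among 42 measured genes of cytosolic ribosomal proteins, 0 passed in limma, also when adjusted over the list alone, and 1 and 6 were higher and lower at an unadjusted p under 0.05, with a median log2 fold change of -0.064. The ribosomal genes did not pass camera (adjusted p = 0.284, and adjusted p = 0.688 with an estimated correlation). The rho activator Arhgef2, which binds microtubules, was higher by 0.63 ± 0.18 and the actin capping protein Capza2 by 0.29 ± 0.059, all 3 Tg mice above all 3 wt mice. In the mean of both genotypes 11 probe sets fell and then rose.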

Genes in the other subgroup (III-1) were expressed at lower levels in Tg than wt at 9 months, and the categorical GO functions included *Ribosome*, *Purine metabolism*, *Mitochondrion*, *RNA binding*, *Proteolysis*, *Protein transport*, and *Calmodulin binding*. Thus, protein synthesis and metabolism, as well as mitochondrial activity, appeared to be at lower levels in Tg than wt hippocampus at 9 mos, and increased only moderately at 20 months. Among the mitochondria-related genes in this group was *Crls1,* the gene that codes for cardiolipin synthase. 

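Crls1 had log2 fold changes of Tg against wt of -0.026 ± 0.12 at 10 days, 0.11 ± 0.13 at 4.5 months, 0.23 ± 0.13 at 9 months, 0.053 ± 0.13 at 14.5 months and -0.11 ± 0.13 at 20 months (SE, n = 3 each, 4 wt mice at 10 days). Its other probe set lay at 0.042 at 14.5 months and at -0.17 at 20 months. No age passed in limma.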

Cardiolipin is almost exclusively expressed in mitochondria and is present in the inner mitochondrial membrane where it enhances the activity of the electron transport system and ATP synthesis [68]. Cardiolipin is susceptible to oxidation and loss of activity with advancing age [69], therefore, the higher expression of *Crls1* in wt compared with that in Tg hippocampus may afford greater retention of normal mitochondrial function in wt than Tg mice during the aging process. The differential levels of genes related to mitochondrial function in wt *vs.* Tg hippocampus, appeared to be a recurring theme at different ages.

The gene categories described above were populated with genes that were transcribed either at high or intermediate levels at the start of the aging process. But, there was another group of the genes shown in Figure 4 whose expression was at low levels at 9 months but increased at 14.5 and 20 months in both Tg and wt mouse hippocampi (Group II). This group of genes could also be divided into two subgroups, one whose expression was consistently higher in Tg than wt hippocampus at 9 months (Subgroup II-1), and the other lower in Tg than wt (Subgroup II-2). For those genes in Subgroup II-1, the biological functions represented were those of *Protein ubiquitination and degradation*, *Cytoskeleton and cell projection*, *mRNA transport*, *Protein transport*, *Chaperone activity*, *Endoplasmic reticulum*, *Mitochondrion*, and *Regulation of apoptosis*. Therefore, in addition to cytoskeleton, transport, and neurite growth that were characteristic of genes enriched in the 9 month-old hippocampus of Tg mice, cell and ER stress were also enriched in this subgroup, specifically, protein ubiquitination, chaperone activity, ER, protein degradation, and regulation of apoptosis. Some of these biological functions will be analyzed further in a subsequent section. 

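Fam43a rose throughout from 9 to 20 months in Tg and in wt mice. It was lower in Tg at 9 months (adjusted p = 0.0113 in limma's genotype test of this stage). In the mean of both genotypes 31 probe sets with a genotype difference rose throughout, a course that a low value of Tg at 9 months can itself give. The ubiquitin, proteasome, ER stress and cytoskeleton lists held 0 of these genes. Only 19 of the 12844 genes took this course with a genotype difference, too few for these lists to be expected to hold any. The counts of 0 therefore decide nothing. At 9 months the chaperones Hspa2 and Dnajc7 were higher in Tg by 0.33 ± 0.096 and 0.26 ± 0.075 on the log2 scale, all 3 Tg mice above all 3 wt mice. Of the 56 measured genes of ER stress and chaperones, 2 were higher in Tg and 0 lower, as when adjusted over the list alone, with a median log2 fold change of 0.029. The ER stress genes did not pass camera (adjusted p = 0.18, and adjusted p = 0.609 with an estimated correlation).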

The genes in Subgroup II-2 were related to S*ynapse and synaptic vesicle*, *RNA binding*, *Cell surface receptor linked signal transduction*, *ER*, *Phosphatase activity*, *Regulation of transcription*, and *Protein transport*.

As summarized in Figure 5 on the effect of *Glud1* transgene overexpression on mouse hippocampal aging, neurite projection and growth, protein ubiquitination and degradation, cytoskeleton and intracellular transport, cellular and ER stress, and mitochondrial activity were the major functional categories associated with genes whose expression levels were up-regulated in the Tg mice. Some genes related to mitochondrial activity were also down-regulated in the aging stage, as was true also with respect to genes related to synaptic function.

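The vesicle protein Syngr3 in Tg mice at 9 months was lower by 0.29 ± 0.076 on the log2 scale, the glutamate carrier Slc17a6 was lower by 1.16 ± 0.31 and the small GTPase Rab3b was lower by 0.60 ± 0.17, the last with 2 of 3 Tg mice below all wt mice. The metabotropic receptor Grm4 was lower by 0.69 ± 0.19. Within the 5 genes measured for synaptic transmission in Table 1 of the paper, 1 was higher in Tg and 2 lower, or 1 and 3 adjusted over the list alone, with a median log2 fold change of -0.41. They were picked by the study on these mice. The tabulated synaptic genes did not pass camera (adjusted p = 0.4, and adjusted p = 0.439 with an estimated correlation). None of the 48 genes of vesicle release passed both stage tests from 9 to 20 months, and neither did any of 69 of oxidative phosphorylation. Of all 12844 genes 56 passed, so lists of this size are expected to hold few or none. The paper sums its groups into a scheme in which neurite growth, ubiquitination, transport, stress and mitochondrial genes are raised by the transgene in aging while other mitochondrial genes and synaptic genes are lowered.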

**Figure 5:**
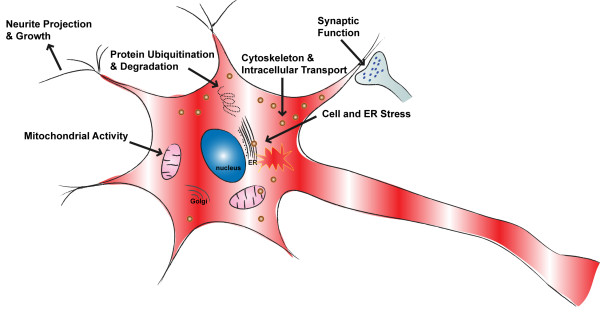
**Major functions of genes differentially regulated in *Glud1 *Tg *vs. *wt mice during the aging stage.** Most functions, including *Neurite projection and growth*, *Protein ubiquitination and degradation*, *Cytoskeleton and intracellular transport*, *Cell and ER stress*, and *Mitochondrial activity*, were up-regulated in the *Glud1* Tg mice.

Combining the results from all ages, encompassing both the developmental and aging stages, allowed us to identify five categories of cell functions that were consistently and significantly differentially regulated in Tg *vs.* wt hippocampus. The first three were *Cytoskeleton, Intracellular transport*, and *Neurite projection and growth*. Aspects of differential expression of cytoskeleton and neurite projection genes in the hippocampus of Tg as compared with those of wt mice were described previously for a single age group, the 9 month old group [70] and will be analyzed further in subsequent studies focused on the function of axonal transport in the brain and hippocampus (P. Lee, R. Pal, X. Wang, I-Y. Choi, and E. K. Michaelis, unpublished observations). The other two key functions were *Protein ubiquitination and degradation,* and *Mitochondrial structure and function,* which are analyzed next.

### Differential gene expression of protein ubiquitination and degradation in Tg vs. wt hippocampus

Increases in protein ubiquitination and degradation are a characteristic of cellular responses to stress, occur in the CNS during aging and in age-associated neurodegenerative diseases, and are collectively referred to as altered proteostasis [71,72]. In the present study, a number of protein ubiquitination-related genes showed significant differential expression between the *Glud1* and wt mouse hippocampus, with the Tg hippocampus exhibiting higher levels of expression than the wt across several age groups (Figure 6). Among the genes related to protein ubiquitination were two E2 ubiquitin conjugating enzymes, *Ube2q1* (ubiquitin-conjugating enzyme E2q) and *Hip2* (or *Ube2k*), huntingtin interacting protein 2 (or ubiquitin conjugating enzyme E2k). *Ube2q1* is associated with the endocytic pathway and the proteasomal degradation of proteins [73], while *Hip2* is involved in ubiquitination and aggregation of polyglutamine-containing proteins such as the protein huntingtin in Huntington’s disease [74]. In addition to the two E2 ubiquitin-conjugating enzymes, three genes, *Ubr7*, *Ube3a* and *Itch*, coding for E3 ubiquitin-protein ligases were also differentially expressed in Tg *vs.* wt mice, especially at the age of 9 months (Figure 6). 

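Ube2q1, a ubiquitin-conjugating enzyme, had a log2 fold change of Tg against wt of 0.14 ± 0.085 at 9 months (SE, n = 3 mice of each genotype), and its other probe set was at 0.27. Ube2k, the enzyme that binds huntingtin, was at 0.096 ± 0.092, with other probe sets from -0.34 to 2.11. The ligase Ube3a, lost in Angelman syndrome, was at 0.078 ± 0.10, with other probe sets from 0.25 to 0.42, and Itch at -0.087 ± 0.13, with other probe sets from 0.19 to 0.81. By the probe set of highest mean none passed at this or another age. Among 13 measured genes of ubiquitination that the paper names, 0 passed in limma, also when adjusted over the list alone, and 0 and 0 were higher and lower at an unadjusted p under 0.05. The named ubiquitination genes, with a mean of 0.004, did not pass camera, which leaned upward (adjusted p = 0.456, and adjusted p = 0.439 with an estimated correlation). These genes were chosen by the study on these mice.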

In terms of the role of these genes in CNS function, *Ubr7* is one of fifty genes whose mutations are linked to autosomal recessive intellectual disabilities [75], while suppression of the expression of *Ube3a* in the hippocampus and cerebellum of children leads to the clinical syndrome known as Angelman’s syndrome characterized by seizures and mental and developmental disabilities [76]. *Itch* codes for an E3 ligase that is associated with endothelin A and is part of the endosomal degradation pathway in cells of the nervous system [77].

**Figure 6:**
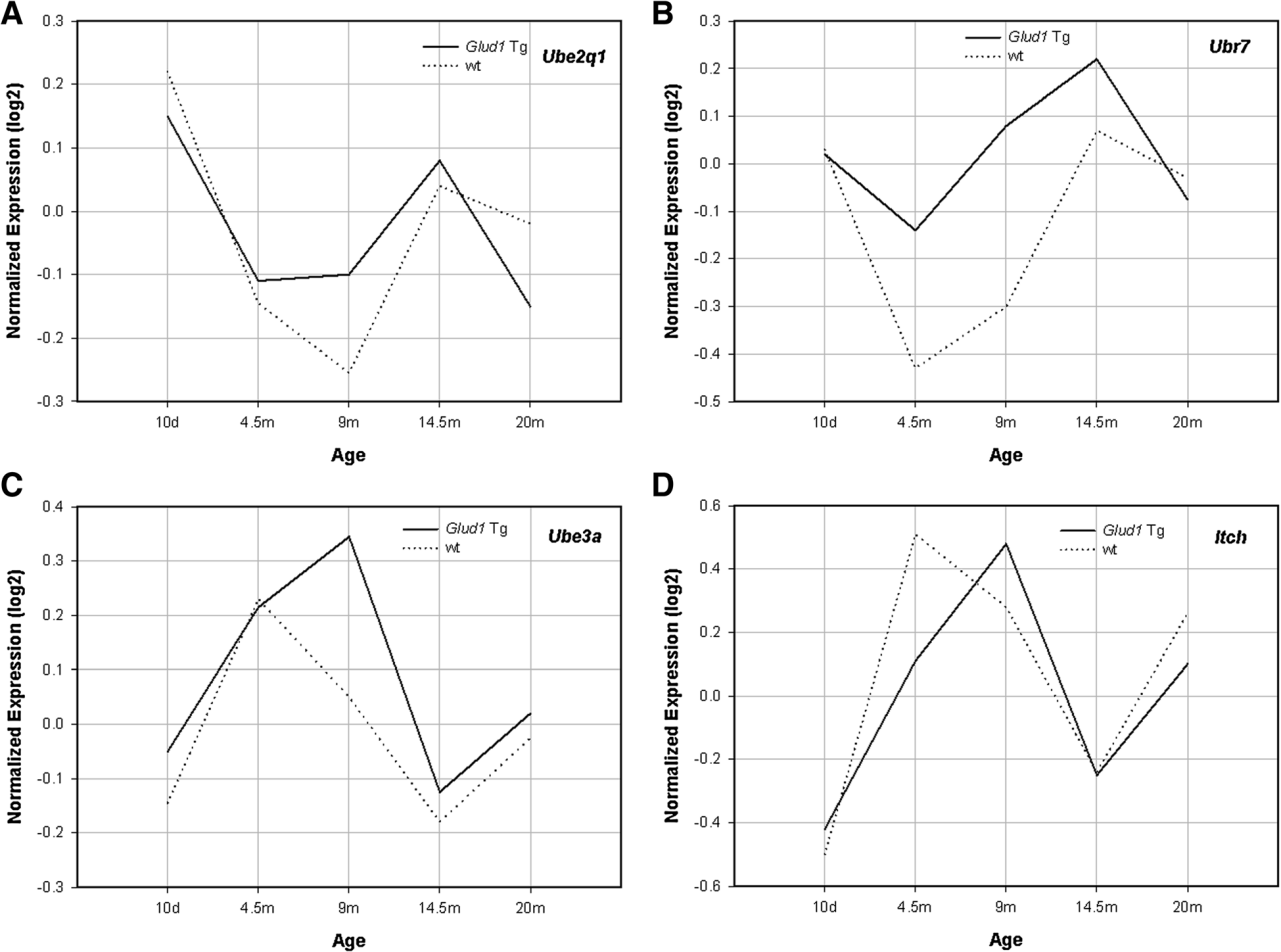
**Patterns of age-related expression of four genes associated with protein ubiquitination.** The genes are Ube2q1 **(A)**, Ubr7 **(B)**, Ube3a **(C)**, and Itch **(D)**. Shown on the Y-axis are the logarithmic transformations (log2) of RMA-normalized expression values. The lines connecting the points are: solid line, Tg; dotted line, wt.

As pointed out by others [78,79], the expression of these genes may enhance axonal growth, dendritic spine elongation and synapse formation during early development or later in life, thus determining both the structure and function of synapses through ubiquitination and proteasomal degradation of key proteins. Included among the proteins whose placement and cycling at synapses are the Glu receptor proteins in glutamatergic synapses. Such changes in the rates of placement and removal of macromolecules from synapses may alter synaptic transmission and thus have a protective role in chronically stimulated synapses, such as those that exist in the hippocampus of the *Glud1* Tg mice.

Several additional genes related to ubiquitination and protein degradation, were over-expressed in the Tg as compared with the wt hippocampus, including *Cul4a* (ubiquitination complex E3 ligase component), a gene which when over-expressed offers protection against the damage induced by hypoxia and ischemia [80,81]; *Fbxw1b* (F-box and WD-containing 1b) which codes for a component of a ubiquitination complex that includes CUL4 and which leads to proteasomal degradation of targeted proteins [82]; *Rab40c*, a member of an ubiquitin E3 ligase complex and one that is highly expressed in oligodendrocytes and may be involved in myelin formation or repair [83]; and, *Usp7, 19,* and *20* (ubiquitin specific proteases 7, 19, and 20) and *Psmd14* (proteasome 26 S subunit non-ATPase 14), a proteasome component involved in the degradation of proteins. Thus, the expression patterns of the genes for the ubiquitin conjugating enzymes, the ubiquitin ligases, and the ubiquitin-specific proteases enumerated above were suggestive of increased endosomal transport, protein ubiquitination, and proteasomal degradation of ubiquitinated proteins in *Glud1* Tg mouse hippocampus. Such differential expression might lead to altered dynamics at synapses, altered proteostasis, and possibly higher levels of ER stress in the Tg mice. Yet, even such up-regulation of genes of the ubiquitin proteasome system (UPS) may not be sufficient in meeting the increased demands of protein processing needed to maintain normal function in the *Glud1* Tg mice. This might explain why neurons in the hippocampus of *Glud1* Tg mice, especially in the susceptible CA1 region of the hippocampus, exhibit increasing amounts of ubiquitinated protein aggregates after 14 to 16 months of age [32].

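Cul4a, a scaffold of ubiquitin ligases, had a log2 fold change of Tg against wt of -0.001 ± 0.12 at 9 months (SE, n = 3 mice of each genotype). Fbxw11, the current symbol of Fbxw1b, was at -0.078 ± 0.075, with other probe sets from 0.20 to 0.46. Rab40c, which recruits a ligase, was at -0.090 ± 0.089 and at 0.64 in its other probe set. Of the ubiquitin proteases, Usp7 was at -0.044 ± 0.074, Usp19 at -0.024 ± 0.18 and Usp20 at 0.066 ± 0.093. Their other probe sets lay from -0.16 to 0.50, from 0.17 to 0.69 and from 0.27 to 0.42. Psmd14, the deubiquitinating subunit of the proteasome, was at -0.046 ± 0.080. By the probe set of highest mean none of the 7 genes passed. A further probe set of Fbxw11 and of Rab40c did pass, each higher in Tg.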

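Usp34 and Otub1, which remove ubiquitin, were higher in Tg mice at 9 months by 0.34 ± 0.073 and 0.55 ± 0.15 on the log2 scale, all 3 Tg mice above all 3 wt mice, and the other probe set of Otub1 was at 0.033. Of the 46 measured genes of deubiquitination, 2 were higher in Tg and 0 lower, as when adjusted over the list alone, with a median log2 fold change of 0.039. The deubiquitinating genes did not pass camera (adjusted p = 0.18, and adjusted p = 0.546 with an estimated correlation). The ligase Cbl was higher by 0.53 ± 0.14, with 2 of 3 Tg mice above all wt mice. Within the 59 genes measured for ubiquitin ligases, 1 was higher in Tg and 0 lower, as when adjusted over the list alone, with a median log2 fold change of -0.003. The ligase genes, with a mean of 0.004, did not pass camera, which leaned upward (adjusted p = 0.409, and adjusted p = 0.609 with an estimated correlation). Among 29 measured genes of ubiquitin-conjugating enzymes, 0 passed in limma, also when adjusted over the list alone, and 0 and 2 were higher and lower at an unadjusted p under 0.05. The conjugating enzyme genes, with a mean of -0.003, did not pass camera, which leaned upward (adjusted p = 0.29, and adjusted p = 0.609 with an estimated correlation). Of the 38 measured genes of the proteasome, 2 were higher in Tg and 0 lower, or 3 and 1 adjusted over the list alone, with a median log2 fold change of 0.015. The proteasome genes did not pass camera (adjusted p = 0.18, and adjusted p = 0.672 with an estimated correlation). Within the 38 genes measured for the proteasome on the average over 5 ages, 0 passed in limma, also when adjusted over the list alone, and 1 and 0 were higher and lower at an unadjusted p under 0.05. Camera placed the averaged proteasome genes, with a median log2 fold change of 0.025, above the other genes measured (adjusted p = 7.12e-04, and adjusted p = 0.523 with an estimated correlation). From the conjugating enzymes, ligases and proteases that it finds higher, the paper proposes that Tg mice send more ubiquitinated protein through endosomes and to the proteasome.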

It should be noted, however, that not all genes that code for ubiquitinating enzyme proteins were expressed at higher levels in Tg mice throughout development or aging. An example of a gene that was expressed at higher levels in wt mice during early development as well as in the aged mice is *Birc6* (data not shown), a gene that codes for an E2 ubiquitin-conjugating enzyme containing a UBCc domain and a BIR (baculoviral inhibition of apoptosis protein repeat) domain. Pro-apoptotic proteins are ubiquitinated by BIRC6 and subsequently degraded, and that leads to the suppression of apoptosis of cells [84,85]. 

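Birc6, a large inhibitor of apoptosis that conjugates ubiquitin, had a log2 signal of 10.50 ± 0.32 (SD, n = 3) in Tg and 10.38 ± 0.054 (SD, n = 4) in wt mice at 10 days and of 11.16 ± 0.31 and 11.13 ± 0.034 at 4.5 months (SD, n = 3 each). The log2 fold change of Tg against wt was 0.13 ± 0.14 at 10 days, 0.023 ± 0.14 at 4.5 months and -0.012 ± 0.14 at 20 months (SE), and none passed in limma. Its 3 other probe sets lay from 0.32 to 0.66 at 10 days and from -0.37 to -0.17 at 20 months.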

In the early developmental phase (10 days to 4.5 months), *Birc6* expression was significantly higher in wt than Tg hippocampus. Such a deficiency in BIRC6 in Tg mice might produce a pro-apoptotic effect during development and maturation of the hippocampus and might be correlated with some of the neuronal losses in the hippocampus of *Glud1* mice [32].

### Differential expression of mitochondria-related genes in Tg vs. wt hippocampus

As described above, genes related to mitochondrial structure and function were also differentially expressed in *Glud1* Tg *vs.* wt mouse hippocampi. Mitochondria play a crucial role in energy metabolism, oxidative stress, apoptosis, calcium regulation, and aging-related neuronal injury. The up-regulation of expression of some of the genes related to mitochondrial function in the Tg mouse hippocampus in young adult to middle aged periods, might be an indication of cellular attempts to sustain normal metabolic activity in the face of increased demand for bioenergetic output. *Tomm20*, *Cds2*, *Mars2*, and *Mtch2* were among the mitochondrial genes identified as exhibiting distinct patterns of differential expression across ages in Tg *vs.* wt mouse hippocampi, especially between the ages of 4.5 and 14.5 months (Figure 7). The expression of*Tomm20* increased steadily from 10 days to 14.5 months of age in Tg mice, whereas the pattern of expression in wt mouse hippocampus exhibited both peaks and valleys over the same period of maturation. 

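Tomm20 had a mean log2 signal of 13.18 ± 0.095 in Tg mice at 10 days, 13.25 ± 0.054 at 4.5 months, 12.96 ± 0.064 at 9 months and 13.40 ± 0.008 at 14.5 months (SD, n = 3 each). In wt mice it was 13.18 ± 0.064 (SD, n = 4), 13.21 ± 0.12, 12.93 ± 0.045 and 13.39 ± 0.011 (SD, n = 3 each). Both genotypes were lowest at 9 months. A difference between them did not pass in limma at 14.5 months, at 0.011 ± 0.059, or at 20 months, at -0.026 ± 0.059.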

The expression of *Cds2* and *Mars2* peaked in *Glud1* mouse hippocampi at 9 months of age and plateaued or moderately decreased after that (Figure 7). 

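Cds2 had its highest mean in Tg mice at 9 months, 9.38 ± 0.50 on the log2 scale (SD, n = 3), between 9.12 ± 0.043 at 4.5 months and 9.11 ± 0.012 at 14.5 months. In wt mice the mean was 8.31 ± 0.44 at 9 months and highest at 14.5 months, at 9.22 ± 0.17, after 9.17 ± 0.038 at 4.5 months (SD, n = 3 each). At 14.5 months the genotypes differed by -0.11 ± 0.20 (SE). Mars2, a methionyl-tRNA synthetase of mitochondria, stayed below the filter on low signals.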

The expression of the same two genes in the wt mouse hippocampus lagged behind that in the Tg. The importance of *Cds2* in mitochondrial and brain function was described in a preceding section. The gene *Mars2* codes for a methionyl-tRNA synthetase, a mitochondrial matrix enzyme whose malfunction causes a neurodegenerative phenotype in flies and a recessive form of ataxia in humans [86].

**Figure 7:**
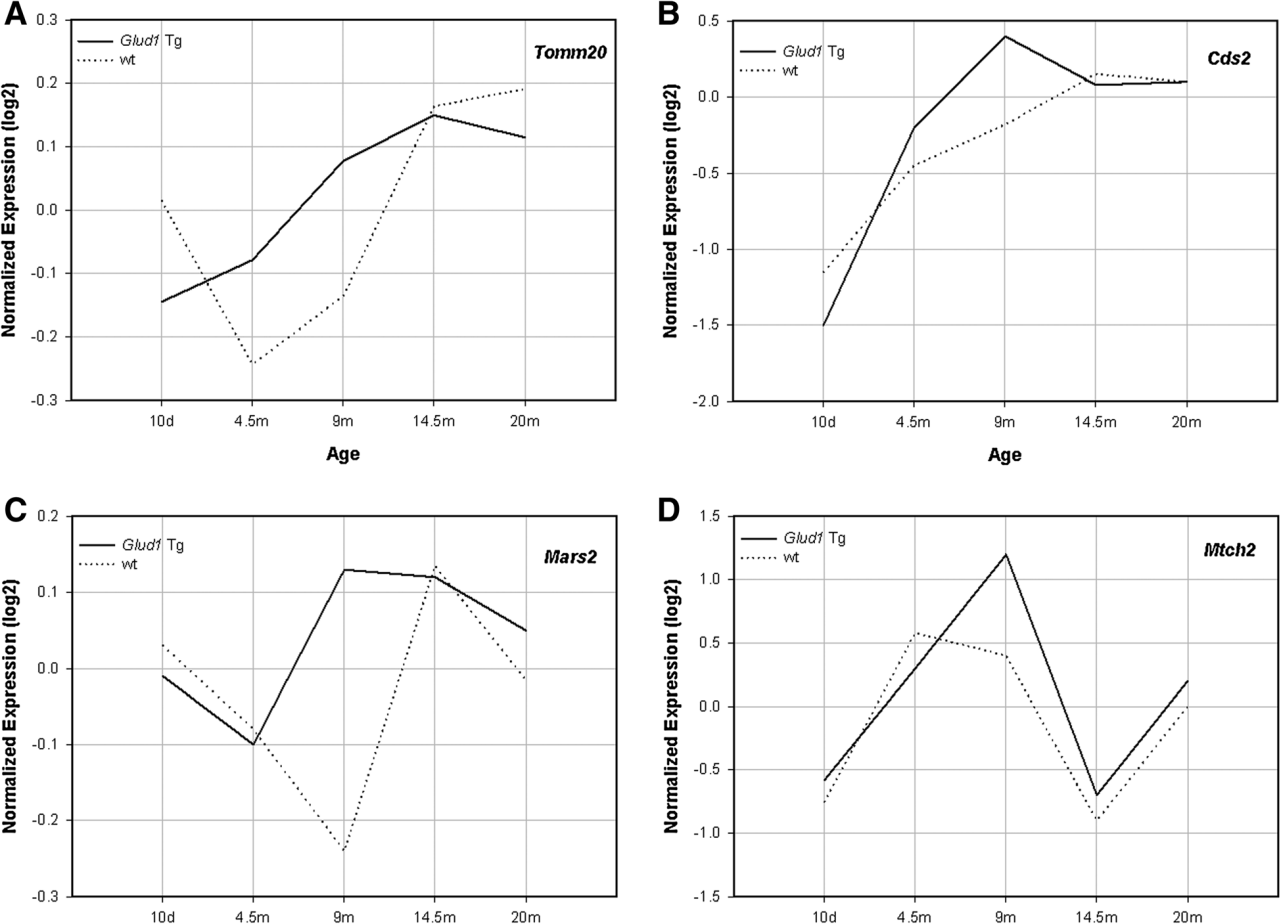
**Comparison of patterns of expression in *Glud1 *Tg vs wt mice of four genes related to mitochondrial structure and function.** The genes are Tomm20 **(A)**, Cds2 **(B)**, Mars2 **(C)**, and Mtch2 **(D)**. RMA-normalized expression values, after logarithmic transformation (log2), are shown on Y-Axis. The lines connecting the points are: solid line, Tg; dotted line, wt.

The last in this group of mitochondria-related genes that were differentially expressed in Tg *vs.* wt mouse hippocampi was *Mtch2* (mitochondrial carrier homolog 2) which exhibited a different pattern of expression in both Tg and wt hippocampi than those of *Tomm20*, *Cds2*, and *Mars2* but the overall levels of expression of *Mtch2* were, again, higher in Tg than wt mice (Figure 7). 

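Mtch2, an outer membrane protein of mitochondria, had a mean log2 signal of 11.58 ± 0.068 in Tg mice (SD, n = 3) and 11.67 ± 0.10 in wt mice (SD, n = 4) at 10 days. At 9 months the means were 11.10 ± 0.051 and 11.14 ± 0.040, and at 20 months 11.36 ± 0.056 and 11.44 ± 0.075 (SD, n = 3 each). The log2 fold change at 9 months was -0.040 ± 0.069 (SE, adjusted p = 0.799 in limma), and its other probe sets lay from 0.12 to 0.39. At 14.5 months it was 0.056 ± 0.069. Among 8 measured genes of mitochondria that the paper names, 1 was higher in Tg and 0 lower, as when adjusted over the list alone, with a median log2 fold change of 0.028. The named mitochondrial genes did not pass camera (adjusted p = 0.274, and adjusted p = 0.282 with an estimated correlation). The list was chosen on these mice. From Mtch2 and Birc6 the paper proposes that neurons of old Tg mice are more prone to die.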

The protein encoded by this gene is an inner mitochondrial membrane protein presumed to function as a transport carrier and to cause mitochondrial membrane depolarization and activation of the cascade of events that lead to mitochondria-associated apoptosis [87]. Although the function of *Mtch2* has been described for liver mitochondria, *Mtch2* is also highly expressed in the mouse hippocampus [88]. Based on the pro-apoptotic function of *Mtch2*, the chronically higher expression of this gene in adult and older Tg mice compared with wt mice, coupled with the lower expression level in Tg than wt mouse hippocampi of the anti-apoptotic gene *Birc6* (described above), might enhance the probability of age-associated neuronal cell losses in the hippocampus of the *Glud1* mice.

### PCR Confirmation of patterns of expression of genes in Tg and wt hippocampus

The expression in mouse brain, and especially in the hippocampus, of many of the genes described above was confirmed through reports in the scientific literature and through searches in the Allen Brain Atlas (http://www.brain-map.org/). For most of the genes described in this paper, such confirmation was obtained. In order to confirm a few of the gene expression patterns that we observed using the GeneChips, we performed parallel quantitative PCR analyses of select genes across the age spectrum. The results of the combined PCR and microarray analyses are shown for three such genes in Figure 8. Although the magnitude of differences between Tg and wt hippocampi in different age groups detected by PCR did not exactly match the values obtained by microarray analyses, the overall patterns of the PCR-measured gene expression in these limited number of samples appeared to reproduce those observed by microarray analyses.

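Dnm1, the dynamin of synaptic vesicle recycling, differed between Tg and wt mice by 0.043 ± 0.066 at 9 months, -0.061 ± 0.066 at 14.5 months and -0.036 ± 0.066 at 20 months on the log2 scale (SE, n = 3 each). Cttn, which organizes actin, differed by 0.13 ± 0.052, 0.057 ± 0.052 and -0.065 ± 0.052, and the sorting receptor Sort1 by 0.14 ± 0.072, -0.068 ± 0.072 and 0.016 ± 0.072. None passed in limma. At 9 months the other probe sets were at 0.22 for Dnm1, from 0.14 to 0.42 for Cttn and from 0.58 to 0.62 for Sort1.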

**Figure 8:**
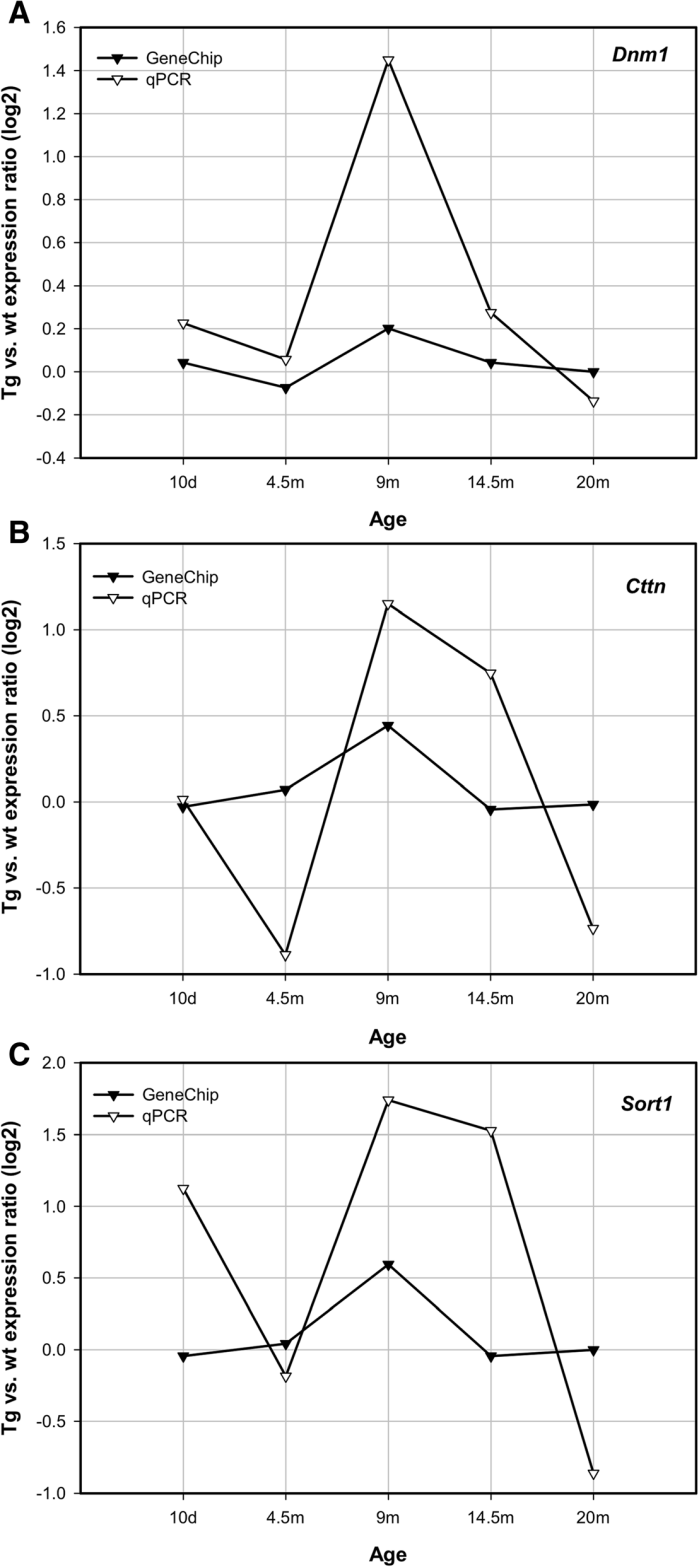
**Comparison of the ratio of Tg/wt expression across age of three significant genes as assessed by GeneChip and qPCR methods.** The genes are Dnm1 **(A)**, Cttn **(B)**, and Sort1 **(C)**. Shown on the Y-axis are the ratios Tg/wt of the logarithmic transformations (log2) of RMA-normalized expression values.

## Conclusions

A global assessment of the changes in the categories of *Neuronal development, Nerve process extension, excitability, Synapse formation, Intracellular signaling, Metabolic regulation, Ion transport,* and *Protein homeostasis*, was obtained in the present study by analyzing gene expression changes in the hippocampus of *Glud1* Tg and wt mice from 10 days of life to the old age of 20 months. To our knowledge, this is the first study to explore whole genome transcriptomic changes across the life-span of mice and, specifically, the life-span of two genotypes of C57BL/6 mice, the *Glud1* Tg and wt mice. We could not find literature references or brain maps that present the patterns of gene expression in mouse brain, or mouse hippocampus in particular, across the ages from10 days to 20 months. A few gene expression patterns have been traced up to 56 days of mouse post-natal life by the Allen Brain Atlas (http://www.brain-map.org/). However, because of the limited span of ages examined in this brain mapping effort, these studies do not provide sufficient information about changes in gene expression beyond two months of age.

Among the many changes in gene expression levels during development, maturation, and aging that are described in the present study, a few stand out as being important to neuronal development, function, and survival in the hippocampus. 

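Between 4.5 and 20 months the netrin receptor Unc5a fell by 1.15 ± 0.085 and the adhesion molecule L1cam fell by 0.96 ± 0.078 on the log2 scale (6 mice against 6). Of the 51 measured genes of axon growth over aging, 5 rose and 25 fell, or 5 and 27 adjusted over the list alone, with a median log2 fold change of -0.31. Camera placed the axon growth genes below the other genes measured (adjusted p = 2.39e-04, and adjusted p = 0.0535 with an estimated correlation). Among synaptic genes the vesicular glutamate carrier Slc17a7 fell by 1.92 ± 0.071, Sncb decreased by 1.49 ± 0.066, Syn1 dropped by 0.80 ± 0.049 and the scaffold Shank3 declined by 1.12 ± 0.060. Within the 48 genes measured for synaptic release over aging, 4 rose and 23 fell, or 4 and 25 adjusted over the list alone, with a median log2 fold change of -0.25. Together the vesicle release genes shifted downward against the rest (camera, adjusted p = 1.76e-08, and adjusted p = 0.00668 with an estimated correlation). Among 45 measured genes of the postsynaptic density over aging, 2 rose and 26 fell, or 2 and 28 adjusted over the list alone, with a median log2 fold change of -0.32. Camera placed the postsynaptic genes below the other genes measured (adjusted p = 2.91e-10, and adjusted p = 5.46e-04 with an estimated correlation). Of the 53 measured genes of small GTPase regulation over aging, 12 rose and 16 fell, or 12 and 17 adjusted over the list alone, with a median log2 fold change of -0.019. The GTPase regulator genes did not pass camera (adjusted p = 0.153, and adjusted p = 0.288 with an estimated correlation). Within the 53 genes measured for intracellular transport over aging, 10 rose and 20 fell, or 11 and 20 adjusted over the list alone, with a median log2 fold change of -0.10. Camera placed the transport genes below the other genes measured (adjusted p = 0.0249, and adjusted p = 0.105 with an estimated correlation). The Gapdh 3'/5' ratio, a sign of RNA quality, set the arrays at 4.5 months apart from every other age. It ran from -0.078 to 0.018 on the log2 scale there and from -0.463 to -0.433 at 20 months. The beta-actin ratio differed in the opposite direction, being higher at 20 months. The part of the Gapdh ratio in these falls was not tested.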

With regard to the aging process, and regardless of the genotype of the mice, there was an age-associated significant decrease in the expression of genes related to *Neurogenesis*, *Neuronal migration*, *Neuronal growth and process elongation*, and an increase in genes related to *Neuro-inflammation*, *Voltage*-*gated channel activity*, and *Regulation of synaptic transmission*. As pointed out in other sections of this paper and in previous publications [35,89], the up-regulation of inflammatory response genes appears to be a common characteristic of aging in the CNS. 

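Of genes named for their rise in development, Kcnab2, which binds potassium channels from the inside, had a log2 fold change of -0.10 ± 0.074 from 4.5 to 20 months, and the sodium channel genes Scn2b and Scn8a of -0.54 ± 0.084 and -0.23 ± 0.079 (6 mice against 6). In Tg mice alone 2 of 34 potassium channel genes rose and 7 fell over aging (camera, adjusted p = 0.112, and adjusted p = 0.293 with an estimated correlation). In wt mice alone 3 rose and 8 fell (camera, adjusted p = 0.0605, and adjusted p = 0.201 with an estimated correlation). Among 26 measured genes of sodium and calcium channels over aging, 1 rose and 12 fell, the same as when adjusted over the list alone, with a median log2 fold change of -0.22. Together the sodium and calcium channel genes shifted downward against the rest (camera, adjusted p = 0.00386, and adjusted p = 0.105 with an estimated correlation). From 9 to 20 months 1 potassium channel gene rose and 5 fell in Tg, and 2 rose and 4 fell in wt (camera, adjusted p = 0.49 and 0.753). Of the sodium and calcium channel genes 3 rose and 5 fell in Tg, and 3 rose and 6 fell in wt (camera, adjusted p = 0.141 and 0.536). From 9 months more genes of both lists fell than rose in each genotype, but neither list passed camera. The potassium channel list did not pass from 4.5 months either. These tests therefore do not show that the fall is absent from 9 months. The beta-actin 3'/5' ratio, a sign of RNA quality, set the 9-month arrays apart from those at 20 months. The Gapdh 3'/5' ratio, a sign of RNA quality, set the 4.5-month arrays apart, and its part was not tested. List tests within a genotype were added after the data were seen.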

The up-regulation of voltage-gated channels, primarily potassium channels, is a novel observation. Changes in ion channel expression would be an important component in the control of neuronal function and viability. Increased neuronal excitation due to Glu hyperactivity is known to lead to intracellular and intra-mitochondrial calcium accumulation and, potentially, cell death [2], thus decreases in the excitability that results from increased expression of certain potassium channels would protect neurons from Glu-induced hyper-excitability.

Among the major differences between the *Glud1* Tg and wt mice during development and aging was the differential expression of genes related to *Protein homeostasis*—*i.e.*, genes associated with protein ubiquitination and proteasomal degradation. As was pointed out in other sections in this paper, increases in protein ubiquitination, protein endocytosis, and protein degradation may influence synapse formation and synaptic function during development, and the same processes may affect neuronal excitability and synaptic activity in the CNS during aging. Increased protein ubiquitination and degradation are also a characteristic of cellular stress response and the increased expression of genes related to ubiquitin conjugation during the aging process was previously described for hippocampus nerve cells [90]. In our studies, we observed not only up-regulation of genes for ubiquitin conjugation, but also genes for protein degradation, and, interestingly, these increases in gene expression during the aging process were not of the same magnitude in Tg as in wt mice. These transcriptomic observations indicate a higher stress level, accelerated aging, and possibly increased attempts to control synaptic function and excitability in the *Glud1* Tg mice as compared with wt mice.

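From 4.5 to 20 months the proteasome ATPase Psmc1 rose by 0.52 ± 0.044, Psma1 by 0.52 ± 0.051 and Psmb3 by 0.56 ± 0.055 on the log2 scale (6 mice against 6), while the other probe set of Psma1 was at -0.40. Of the 38 measured genes of the proteasome over aging, 24 rose and 4 fell, the same as when adjusted over the list alone, with a median log2 fold change of 0.18. Camera placed the proteasome genes above the other genes measured (adjusted p = 2.06e-04, and adjusted p = 0.126 with an estimated correlation). Among conjugating enzymes Ube2w and Ube2v2 rose by 0.50 ± 0.060 and 0.47 ± 0.059 and Ube2o fell by 0.82 ± 0.065. Within the 29 genes measured for ubiquitin conjugation over aging, 9 rose and 7 fell, or 10 and 7 adjusted over the list alone, with a median log2 fold change of -0.011. The conjugating enzyme genes, with a mean of -0.053, did not pass camera, which leaned upward (adjusted p = 0.95, and adjusted p = 0.952 with an estimated correlation). Among 59 measured genes of ubiquitin ligation over aging, 13 rose and 16 fell, the same as when adjusted over the list alone, with a median log2 fold change of -0.021. The ligase genes did not pass camera (adjusted p = 0.426, and adjusted p = 0.366 with an estimated correlation). In Tg mice alone 17 of 38 proteasome genes rose and 4 fell, and in wt mice 19 of 38 proteasome genes rose and 3 fell. A difference of this change between the genotypes did not pass (camera, adjusted p = 0.198, and adjusted p = 0.627 with an estimated correlation), with a median difference of -0.027 and 0 of its genes passing alone. The conjugating enzymes differed by a median of -0.036 between Tg and wt (camera, adjusted p = 0.112, and adjusted p = 0.342 with an estimated correlation). From 9 to 20 months 4 proteasome genes rose and 5 fell in Tg (camera, adjusted p = 0.348, and adjusted p = 0.644 with an estimated correlation), and 4 rose and 8 fell in wt (camera, adjusted p = 0.753, and adjusted p = 0.878 with an estimated correlation). From 9 to 20 months 9 conjugating enzyme genes rose and 3 fell in Tg (camera, adjusted p = 0.337, and adjusted p = 0.436 with an estimated correlation), and 10 rose and 4 fell in wt (camera, adjusted p = 0.0399, and adjusted p = 0.217 with an estimated correlation). The beta-actin 3'/5' ratio, a sign of RNA quality, also differed between the arrays of 9 and 20 months, and its part in these changes was not tested. For the changes from 4.5 months, the Gapdh 3'/5' ratio set the 4.5-month arrays apart from every other age. It ran from -0.078 to 0.018 on the log2 scale, against -0.463 to -0.433 at 20 months, and its part was not tested either. The beta-actin ratio differed in the opposite direction over this span. The tests within a genotype and of their difference were chosen after the data were seen.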

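The ER chaperone Hspa5 rose by 0.85 ± 0.077 and Canx by 0.94 ± 0.069 on the log2 scale from 4.5 to 20 months, and so did the stress transcription factor Xbp1, by 0.62 ± 0.066 (6 mice against 6). Of the 56 measured genes of ER stress over aging, 27 rose and 8 fell, or 28 and 8 adjusted over the list alone, with a median log2 fold change of 0.14. Together the ER stress genes shifted upward against the rest (camera, adjusted p = 3.43e-04, and adjusted p = 0.0873 with an estimated correlation). In Tg mice alone 19 of 56 ER stress genes rose and 8 fell, and in wt mice 29 of 56 ER stress genes rose and 5 fell. The change in Tg minus that in wt had a median of -0.15 (camera, adjusted p = 7.81e-06, and adjusted p = 0.0592 with an estimated correlation, a test chosen after the data were seen), and 0 of its genes differed alone. From 9 to 20 months 16 ER stress genes rose and 4 fell in Tg (camera, adjusted p = 0.12, and adjusted p = 0.436 with an estimated correlation), and 23 rose and 0 fell in wt (camera, adjusted p = 5.60e-06, and adjusted p = 0.043 with an estimated correlation). The difference of this change, Tg minus wt, had a median of -0.082 (camera, adjusted p = 9.62e-05, and adjusted p = 0.107 with an estimated correlation). The arrays at 9 months also stood apart in the beta-actin 3'/5' ratio, a sign of RNA quality (0.709 to 0.963 on the log2 scale against 0.507 to 0.552 at 20 months), so changes from 9 to 20 months cannot be told from a difference in RNA quality. The arrays at 4.5 months stood apart from those at 20 months in the Gapdh 3'/5' ratio. It ran from -0.078 to 0.018 against -0.463 to -0.433 on the log2 scale, so changes from 4.5 months carry the same limit. The beta-actin ratio differed in the opposite direction, at 0.353 to 0.462 at 4.5 months and 0.507 to 0.552 at 20 months. At 20 months Hspa5 was at -0.31 ± 0.11 in Tg against wt and Calr at -0.31 ± 0.074, and neither passed. Within the 56 genes measured for ER stress and chaperones at 20 months, 0 passed in limma (0 higher and 1 lower adjusted over the list alone) and 1 and 10 were higher and lower at an unadjusted p under 0.05. Camera placed the same ER stress genes, with a median log2 fold change of -0.082, below the other genes measured (adjusted p = 1.74e-06, and adjusted p = 0.0372 with an estimated correlation). As given above, at 20 months the myelin genes shifted upward and the interneuron genes downward, at the preset correlation only. Whether these markers account for the shift of the ER stress genes was not tested. Immediate early genes, which follow neuronal activity, included Per1 at 0.61 ± 0.17 and Egr4 at 0.63 ± 0.18. Neither passed over all probe sets tested, and Egr1 was the member that did. Per1 is also a clock gene, and for those the hour of collection stays an open explanation. Among 32 measured genes of immediate early response at 20 months, 1 was higher in Tg and 0 lower, or 7 and 1 adjusted over the list alone, with a median log2 fold change of 0.23. Together the immediate early genes shifted upward against the rest (camera, adjusted p = 2.37e-07, and adjusted p = 0.247 with an estimated correlation). From raised genes of ubiquitin conjugation and protein degradation, whose increase in aging it finds unequal in Tg and wt, the paper concludes that Tg mice are under more stress, age faster and may work harder to hold synaptic activity in check.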

The regulation of mitochondrial function across age as determined by gene changes that alter mitochondrial lipid synthesis, cytochrome c oxidation, and protein or solute transport, might be some of the most important aspects of the aging process revealed by the results of our studies. Several studies have previously identified changes in gene expression with advancing age as fitting within the category of mitochondrial dysfunction and oxidative stress [69,91,92]. And as has been pointed out before, altered mitochondrial oxidative phosphorylation and the generation of reactive oxygen species represent the type of dysfunction that leads to cell and organ senescence [93]. Of particular interest in our studies were the differences in genes associated with mitochondrial protein transport, such as TOMM20 and MTCH2, iron transport, enzyme regulation, *e.g.* cytochrome oxidase subunits, and mitochondrial lipid metabolism. We have commented already on the significance of the differential expression of some of these genes in wt *vs.* Tg mouse hippocampi. It is worth pointing out again the relevance in terms of mitochondrial function of the increased expression of TOMM20 in the Tg mice. TOMM20 is an important component of the pathway that maintains normal mitochondrial function and whose loss of function could contribute to the accumulation of dysfunctional mitochondria [94]. The increased expression of TOMM 20 in the *Glud1* Tg mouse hippocampus during development and adulthood may be a direct response to the increased need for GLUD1 protein translocation from the cytoplasm into the mitochondrial matrix. Yet, when one considers the increases in *Tomm20* expression in combination with the other differential changes in mitochondrial gene expression in *Glud1* Tg *vs.* wt mice, it would appear that these differential expression characteristics reflect adaptive or compensatory changes made by brain cells to overcome the increased stress exerted by altered metabolic states in the *Glud1* Tg mice.

## Methods

### Experimental animals

The procedure for generating the Tg mice was described in detail previously [32]. Age-matched wt mice of the same genetic background (C57BL/6) were used as the controls. All animals were housed in a 12 hour light/dark cycle with food and water *ad libitum*. All animal procedures were performed in accordance with guidelines established by the University of Kansas IACUC. Male *Glud1* Tg and wt mice at five different ages were used: 10 day old, 4.5 month, 9 month, 14.5 month, and 20 month old. A total of 3 Tg and 3 wt mice were used for transcriptomic studies of each age group.

### RNA extraction and microarray data generation

The mice used for the transcriptomic studies were anesthetized under CO_2_ anesthesia, the hippocampi dissected out from the brains, flash frozen in liquid nitrogen, and stored at -80°C prior to total RNA extraction. Total RNA samples were extracted from the dissected hippocampi using the Qiagen RNeasy Mini Kit (Qiagen, Valencia, CA, USA). To prepare targets for subsequent GeneChip hybridization, One-Cycle cDNA Synthesis Kit from Affymetrix (Santa Clara, CA, USA) was used according to the manufacturer’s instructions. The Affymetrix GeneChip Mouse Genome 430 2.0 arrays designed to interrogate expression of over 39,000 mouse gene transcripts, were used for the hybridization. Subsequent washing and staining steps were performed on a GeneChip Fluidics 450 Station and the chips were scanned on a GeneChip Scanner 3000 (Affymetrix). Instrument control and data collection were carried out using GeneChip Operating Software (GCOS, ver 1.1.1). In order to minimize experimental variability, all steps in tissue dissection, RNA isolation and microarray operation were performed by a single investigator. The quality and quantity of the original RNA samples and of the cRNA probes generated for array hybridization were determined with an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA), and a NanoDrop ND-1000 Spectrophotometer (Thermo Scientific, Wilmington, DE, USA). The microarray data generated from all chips met the quality control criteria set by Affymetrix, including low background and noise, positive detection of QC probesets such as bioB, percentage of genes called present in normal range (generally between 40-60%), similar scaling factors across all chips, and Acceptable 3’/5’ ratios. All microarray data were deposited into the NCBI GEO (Gene Expression Omnibus) database with accession number GSE48911.

### Transcriptomic data analysis

The GeneChip transcriptomic data collected across the five age points of Tg and wt mouse hippocampus were analyzed: a) at each individual age; b) across the developmental stage (the first three age groups); c) across the aging process (the last three age groups); and d) across all five age points. For each analysis, the GeneChip CEL data were first normalized by the Robust Multiarray Average (RMA) algorithm [95]. Prior to each identification of genes showing significant differential expression patterns between Tg and wt, probesets that were detected to be non-expressed, *i.e.*, those with absence calls in all analyzed samples, were filtered out and excluded from further analyses. In addition, probesets that were designed solely for the purpose of chip quality control (monitoring hybridization target preparation and array hybridization), *i.e.*, those with the ID prefix AFFX, were also filtered out. These filtering steps were employed in order to reduce the number of comparisons in subsequent analyses and thus reduce the FDR.

To identify differentially expressed genes at each individual age point, SAM (Significance Analysis of Microarrays), a supervised learning software for genomic expression data mining [96], was first used with the threshold for calling differential gene expression set at fold change ≥ 1.3 and FDR ≤ 1%. This was followed by Cyber-T analysis [97] in order to confirm expression patterns of differential genes identified by SAM, using the criterion of Bayesian *P* value ≤ 0.05. To identify genes showing both age-dependent change and differential expression between Tg and wt, a software package called EDGE (http://www.genomine.org/edge/) was used [98]. Gene hierarchical clustering was performed using the software GeneSpring GX (Agilent Technologies). Gene Ontology (GO) and Biological Pathway analyses were conducted with DAVID (http://david.abcc.ncifcrf.gov/) [99].

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

XW and EKM conceived of the study and drafted the manuscript. XW also carried out the RNA extraction, GeneChip data generation, bioinformatics data analyses, and participated in real-time quantitative PCR confirmation of the GeneChip data. EKM was also involved in the interpretation of the transcriptomic data and coordinated the study. NDP, MMH, MSS and AAA conducted the real-time quantitative PCR analysis. DH maintained the *Glud1* Tg and wt mice. RP carried out characterization of the animals. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

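Total RNA of the hippocampus from 31 male mice was measured by the authors on Affymetrix GeneChip arrays of the mouse genome, with 1 mouse for each array. The mice were Glud1 transgenic (Tg) or wild type (wt) and were 10 days, 4.5, 9, 14.5 or 20 months old. Each combination of genotype and age held 3 mice, except for wt mice at 10 days, of which the deposit holds 4 where the paper's methods give 3. All 31 arrays were used.

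The deposited table holds signal intensities that the authors made with the MAS5 algorithm, according to the labels of the deposit, which do not state the version or settings. The values are linear, and the trimmed mean signal of each array as deposited is 500, so each array had been scaled to the same mean. They had not been quantile normalized or turned to log2. No value is missing, and 0 values are at or below 0. The table carries no detection calls, and the paper's filter on absent calls could not be repeated. The paper describes RMA values computed from the image files, which were not among the files used here. The plan had foreseen this case of a linear table. Array medians ran from 91.43 to 140, and whether a low signal lies above the background of its array could not be tested. Within a group the correlation between arrays was at least 0.934.

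Of 45101 probe sets, 64 for controls were set aside. The remaining 45037 were turned to log2 and quantile normalized over the 31 arrays. A probe set was tested if it exceeded the median of its array on at least 3 arrays, which kept 26877. Of all mouse probe sets 34945 are listed for a single gene, 932 for several and 9160 for none, and symbols were matched through gene identifiers for 34741. A gene is shown by the probe set with its highest mean, which gave 12844 genes. Probe sets without a listed gene stayed in the counts of probe sets and were left out of the gene lists.

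Limma 3.58.1 in R 4.3.3 fitted a linear model with a mean for each of the 10 groups and a spread shared by them, moderated with a trend and robustly. Contrasts compared 4.5 months with 10 days, 20 with 4.5 months, and Tg with wt at each age and on average. F-tests covered age in each genotype, the genotype difference over 5 ages, the interaction of both, and age and genotype over the 3 ages of each stage of life that the paper defines. P values were adjusted by the method of Benjamini and Hochberg over the probe sets tested, or over the genes of a list where this is said. Comparisons at a single age were counted at a fold change of at least 1.3 and an adjusted p of at most 0.01, the thresholds the paper gives for SAM, and other counts and single genes at an adjusted p under 0.05. A shared age change required an adjusted p under 0.05 in each genotype and an unadjusted p of at least 0.05 for the interaction. Gene lists of biological processes, cell types, hippocampal regions, a substrain of mice and the paper's own tables and text were tested with limma's camera at a preset correlation of 0.01 and at an estimated correlation, and with fry. Array quality measures were compared with exact permutation tests, whose p cannot fall below 0.1 for 3 mice against 3. The model was tested on simulated data, and the closing section gives how many changes it recovered.

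Genes were named by a rule. It takes Glud1 and the genes the paper names, the 10 largest changes in each direction at each age where all 3 Tg mice lie on the same side of all wt mice, the 10 largest in each direction of development and of aging that go the same way in both genotypes, the 10 smallest p in the genotype tests over ages, and 2 to 4 members of each list by the smallest p. The paper's tables were seen when the rule was written. The Glud1 probe sets lie in the 3' untranslated region, which the transgene lacks, so they do not check the genotype labels.

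Alternatives were the deposited values without quantile normalization, an offset of 50 before log2, no filter, a filter on the mean above the 60th percentile, moderation without trend, a replicate block, leaving out each mouse, fits of the arrays of an age or a stage alone, other thresholds, SAM, a spline of age and the median over the probe sets of a gene. EDGE and Cyber-T, which the paper used, were not available and were not run. Functional categories were not searched with DAVID, and fixed lists took their place.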

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

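The tests of the pituitary hormone genes and of the choroid plexus gene Ttr were chosen after the values were seen, and so was the demand that the shift of striatal markers also hold with an estimated correlation, while the other tests here were set in advance. The test of the clock genes was set after Dbp and Ciart, which it leaves out, had been seen.

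Growth hormone, Gh, which the pituitary makes, stood at 12.69 on the log2 scale in Tg replicate 1 at 9 months, in data the paper does not discuss. The median of the other 30 arrays was 4.70 and their highest 6.43. Prolactin, Prl, was at 9.05 in this mouse against at most 6.88 in the others. The pituitary genes Pomc, at 7.97, and Cga, at 6.37, were not above the highest of the others, at 8.27 and 7.27. No explanation was tested. Without this mouse the 9-month count was 209.

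Ttr, which the choroid plexus makes, had a wt mouse far from the other 3 at 10 days, with a gap of 0.859 of the range of the group. It was at 13.54 and the others at 14.89 to 15.11. Groups of 3 were not tested in this way, and some of their mice departed further. Tg replicates 1 and 2 at 10 days were at 9.64 and 8.73 and the third at 14.28, wt replicate 2 at 4.5 months was at 5.18 and the others at 9.89 and 14.51, and Tg replicate 3 at 9 months was at 10.40. Glud1 in the group of 4 wt mice at 10 days had a mouse far from the others, with a gap of 0.855 of the range. These are 2 of 7 measures tested in that group, where chance singles out about 1 in 20.

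Poly-A controls, which are added to the RNA before labelling, were lower by 1.94 on the log2 scale at 9 months than at the other ages. Their smallest values at the other ages were 9.43 and above, while those at 9 months ran from 7.69 to 8.10, in Tg and wt mice alike.

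The age change differed between Tg and wt for 13 probe sets in limma's interaction test. The progenitor factor Sox3 (adjusted p = 6.88e-07) and the channel subunit Kcns3 (adjusted p = 6.52e-05) were at -3.91 and -2.84 at 9 months (Sox3 at -1.47 with an offset of 50) and within 0.35 of wt at the other ages, while the other probe set of Kcns3 was at -0.094 at 9 months. A probe set with no listed gene was at -3.42 there (adjusted p = 0.00227). A probe set of the adhesion molecule Dscam turned from -2.53 at 10 days to 2.76 at 9 months, and its other probe sets are not given. The clock gene Dbp (adjusted p = 0.00475 and 0.0411 for its 2 probe sets) and the adrenaline enzyme Pnmt (adjusted p = 0.00475) differed at 20 months. They were at 1.05 and -2.54 (Pnmt at -1.49 with an offset of 50). The others are Eif4a1, Zfp207, Cdk5r1, Tbc1d30, Fam43a and Mboat2.

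The 192 probe sets that differed at 9 months were weighed against RNA quality, tissue from beside the hippocampus and the weight of a single mouse. For RNA quality, the fold changes had an r of -0.004 over all 26877 probe sets and of -0.121 over the 192 with the slope of each probe set on the Gapdh 3'/5' ratio in the other groups (0.061 and 0.034 for beta-actin). The Gapdh ratios of Tg and wt overlapped, but the beta-actin ratios lay apart (0.735 in Tg and 0.876 in wt on the log2 scale, exact permutation p = 0.1, the smallest that 3 mice against 3 can give), so this stays open. Markers of the striatum had a median of -0.36 over 15 genes (camera, adjusted p = 0.0453 over the marker lists, and 0.337 with an estimated correlation). Those of the endothelium had a median of -0.21, with 2 of 19 genes above 0 (camera, adjusted p = 0.0492, and 0.621 with an estimated correlation). Genes of dentate granule cells shifted upward and those of interneurons downward, as given above. A difference in the tissue taken therefore cannot be told apart from a difference of genotype. Markers of the choroid plexus had a larger median, -1.08, with 2 of 23 genes above 0 (camera, adjusted p = 0.387, and 0.799 with an estimated correlation), and those of the meninges -0.52, with 3 of 18 above 0 (camera, adjusted p = 0.115, and 0.685 with an estimated correlation). Neither passed. A single mouse carries much of the count, which fell to 59 without Tg replicate 3 and to 90 without wt replicate 2. Tg replicate 3 is also the mouse with little of the choroid plexus gene Ttr, at 10.40 against 14.06 to 15.06 in the other 5, and with a covariate for the choroid plexus the count was 171. The genotype remains an open explanation, and 3 mice against 3 make 10 splits, too few to judge chance, with 192 calls in the real split and at most 24 in another.

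The aging change from 4.5 to 20 months was weighed against differences between the arrays of each age. The spiked-in hybridization controls, which do not come from the mouse, differed between ages more than within them (permutation p = 1e-04, the smallest that the permutations can give), with 79.91% of their variance between ages. The Gapdh 3'/5' ratio, a sign of RNA quality, ran from -0.078 to 0.018 on the log2 scale at 4.5 months, apart from every other age (-0.463 to -0.433 at 20 months and -0.434 to -0.191 at 10 days), and whether it accounts for any aging change was not tested. The beta-actin 3'/5' ratio did not set 4.5 months apart. It ran from 0.353 to 0.462 there, against 0.359 to 0.448 at 10 days. At 20 months it was higher, at 0.507 to 0.552, where the Gapdh ratio was lower, so these ratios do not point the same way. Age, RNA quality and array processing therefore cannot be told apart for single genes, and aging itself stays open as the biological explanation. Comparisons of Tg with wt at a single age are not touched by a difference that all arrays of that age share.

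The clock genes that differed at 20 months were weighed against the time of day at which tissue was taken. If Tg and wt mice had been taken at different hours, other genes that cycle with Dbp would be higher and those that cycle against it lower, and 7 of 7 such genes with Dbp were higher and 3 of 4 against it lower, with Per1 at 0.61, Per2 at 0.44 and Arntl at -0.32 (camera p = 1.42e-05 for the signed list without Dbp and Ciart, and 0.000173 with an estimated correlation). At the other ages this p lay from 0.288 to 0.979. A difference in the hour of collection may thus account for the clock genes, and a change of the clock by the transgene at this age is not excluded.

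Other splits of the arrays showed which counts exceed chance. For the change shared by Tg and wt (15231 probe sets), development (17078) and aging (10348), 1 of 100 splits each, the real one, was as large, with highest others of 60, 37 and 2062, so chance can be excluded. The genotype test over 5 ages called 43, the developmental stage 224 and the aging stage 110. For these, 2, 2 and 3 of 100 splits were as large, the real split included. That makes chance unlikely there but does not exclude it. The highest other splits there called 123, 443 and 134. Each of these is above the real count. The split with 123 where the real one called 43 points to some structure of the samples, and what it is was not tested. Chance cannot be excluded for the average over ages (2), with 14 of 100 splits as large and a highest other of 4, nor for 10 days (1), with 26 of 35 splits and 17. The 10 splits at 4.5, 14.5 and 20 months are too few to judge, with real values of 0, 0 and 6, highest others of 1, 1 and 0, and 10, 10 and 1 splits as large.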

How the results depend on the processing

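The weights for each age, the choroid plexus covariate and the fits of 2 ages alone were chosen after the values were seen. The other alternatives and the thresholds were set before the data were examined. So were the gene lists and comparisons, except where the text says otherwise. The exceptions include the list tests within a genotype and of the difference between genotypes in an age change. They also include the aging span with a later start, the list counts within a stage and the clock gene list.

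The 3 counts of age changes held under most alternatives. The shared change stayed between 10773 (a spline of age) and 15856 (age weights), except at 5920 where a 2-fold range was also required, which by its construction lowers a count. Development and aging stayed within 1.5 times 17078 and 10348. Leaving out each mouse gave from 14542 to 15314 for the shared change, from 16218 to 17378 for development and from 9522 to 10741 for aging. More probe sets rose than fell in the shared change under every alternative run. On the deposited values 9261 rose and 6531 fell, while in development 10706 rose and 7311 fell and in aging 5082 rose and 5140 fell.

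The genotype differences at 4.5 and 14.5 months stayed at 0 under every alternative other than leaving out a mouse, in limma and in SAM, while 1601 and 263 probe sets had an unadjusted p under 0.05. At 4.5 months the count went from 0 to 2 with a mouse left out. It was 2 without Tg replicate 1 or 3 and 1 without wt replicate 1 or 3. At 14.5 months it stayed at 0.

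The 192 probe sets at 9 months became 122 on the deposited values, 6 with age weights, 1 by SAM and 794 at an adjusted p of at most 0.05, the last by the construction of the threshold. They became 0 in a fit of the 6 arrays of that age, where the spread is that of this age alone. Other filters, an offset of 50, moderation without trend and the choroid plexus covariate left between 156 and 202. With an offset of 50 there were 103 higher and 99 lower. Leaving out a mouse gave from 59 to 268, with 59 without Tg replicate 3 and 90 without wt replicate 2. The spread bears on the count. The mean squared residual at 9 months was 0.2187 in Tg and 0.2319 in wt mice, against 0.06137 to 0.1812 in the other groups. With no change simulated at 9 months, 3410 probe sets had an unadjusted p under 0.05 with the spread of each age kept. With equal spreads there were 1392. The p values at 9 months thus tend to be too small, though neither simulation gave a call. Apart from the threshold and the spread, the cause of the changes at 9 months was not tested.

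At 10 days the single call became 2 on the deposited values, 3 with moderation without trend, 9 at an adjusted p of at most 0.05 and 0 with an offset of 50, the stricter filter, the covariate, SAM or the arrays of that age alone. Leaving out a mouse gave from 0 (without wt replicate 3) to 24 (without Tg replicate 2), with 11 without Tg replicate 1, 7 without wt replicate 4 and 2 without Tg replicate 3, wt replicate 1 or wt replicate 2. At 20 months the 6 calls became 1 with the arrays of that age alone. They fell to 3 without Tg replicate 1 and without wt replicate 3, and reached at most 5 with a mouse left out. The cause was not tested.

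The 43 probe sets over 5 ages became 24 on the deposited values (15 higher and 9 lower), 27 with moderation without trend, 12 with age weights and 2 with a spline of age. An offset of 50 gave 38, of which 20 were higher and 18 lower. Leaving out a mouse gave from 26 to 75. Raised counts were 75, 73 and 71 without Tg replicates 1 and 2 and wt replicate 3 at 9 months. Lowered counts lay from 26 to 28 without Tg replicates 1, 2 or 3 or wt replicates 1 or 3 at 14.5 months, Tg replicates 1 or 2 or wt replicate 2 at 20 months, or wt replicate 1 at 10 days. The average over ages went from 2 to 0 with an offset of 50 or the stricter filter. Leaving out a mouse kept it from 2 to 5, with 5 and 4 without wt replicates 3 and 2 at 9 months and 4 without wt replicate 4 at 10 days. The cause was not tested.

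The developmental stage went from 224 to 148 on the deposited values, 138 without a filter, 138 with moderation without trend, 8 with age weights, 22 at an adjusted p of at most 0.01 and 12 with the arrays of the 3 ages alone. Leaving out a mouse gave from 85 (without Tg replicate 3 at 9 months) to 349 (without Tg replicate 1 at 10 days), and 105 without wt replicate 2 at 9 months. The aging stage went from 110 to 44 on the deposited values, 14 with age weights, 17 at an adjusted p of at most 0.01 and 21 with the arrays of the 3 ages alone. Leaving out a mouse gave from 49 (without Tg replicate 3 at 9 months) to 159, with 56 without wt replicate 2 at 9 months, and at 14.5 months 73 without Tg replicate 2 or 3 or wt replicate 2, 68 without wt replicate 1 and 67 without wt replicate 3. The stricter threshold lowers counts by construction, and for the other alternatives, the smaller fits included, the cause was not tested. Age weights gave the arrays of 9 months a weight of 0.54 and those of 14.5 months 2.03, after the larger spread of the former.

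Replicate numbers were also used as a replicate block, though nothing in the study pairs the mice. Over 15 pairs of Tg and wt mice with the same number and age, 0 correlated above 0.1 after the group means were removed (from -0.11 to 0.055), and 2 Tg mice correlated best with their own partner. With the block the count was 17 over 5 ages, 1 for the average, 2 at 10 days, 73 at 9 months, 93 in the developmental stage and 48 in the aging stage, and the cause was not tested.

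Of gene list tests, 47 passed camera at the preset correlation over all comparisons of process lists, 50 did so on the deposited values and 14 with an estimated correlation. Over all lists 65 of 408 tests no longer passed with an estimated correlation, and on the deposited values 10 no longer passed and 15 came to pass.

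Of 495 values of named genes, 24 no longer passed with age weights, 6 on the deposited values, 8 with moderation without trend, 4 without a filter and 5 with an offset of 50. With the median over the probe sets of a gene 8 no longer passed, 6 came to pass and 2 passed in the direction opposite to their main value at 9 months, namely Cyb5b, at 0.44, and Slc1a1, at 0.33. With the replicate block 9 no longer passed and 2 came to pass. Over all mice left out in turn, 48 values no longer passed without a given mouse and 4 came to pass. The cause was not tested. With the stricter filter 395 of the values could be computed and all of those held.

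Array signal limits what could be found. Arrays had medians from 91.43 to 140. Without detection calls a low signal cannot be set against background, and probe sets with low signals were filtered out. Sox3, low in Tg at 9 months, went from -3.91 to -1.47 with an offset of 50. In simulated data with 3 mice against 3, 37.31% of 1.5-fold, 64.18% of 2-fold and 87.88% of 4-fold changes were recovered at 9 months, with 28 false calls, and 43.28%, 59.7% and 89.39% at 4.5 months with 0. With the 6 arrays of 9 months alone 5.97%, 29.85% and 60.61% were recovered. With no change simulated and the spread of each age kept, 9 months gave 0 calls, 18 probe sets at an adjusted p under 0.05 and 3410 at an unadjusted p under 0.05. Where an alternative leaves 2 mice in a group, their spread is taken to be that of the other groups.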

Differences from the paper's values

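Comparing Figures 6 and 7 at 9 months alone and counting the directions of Fig. 2 apart were chosen after the values were seen, and the other comparisons were set in advance.

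The paper's 895 genes with an age change shared by Tg and wt compare with 15231 probe sets here, and under none of the alternatives set before the data were examined do the values come within 1.5 times of each other. The paper states no threshold for this number. The paper's 407 genes that differ between Tg and wt compare with 43 probe sets here, also with no threshold stated and with no alternative that closes the gap. The paper's 1,257 probe sets of the aging stage compare with 110 here, where no threshold is stated and no alternative comes closer than 159, without a mouse. For the developmental stage the paper gives 217 genes, with no threshold stated, and 224 probe sets passed here.

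Counts at single ages use the fold change and false discovery rate that the paper's methods state for SAM, without its further test by Cyber-T. At 10 days Fig. 2 of the paper, read by eye, shows about 10 genes higher and about 250 lower in Tg, where 0 and 1 probe sets passed here. At 4.5 months it shows about 5 higher and about 920 lower, where 0 and 0 passed. At 9 months it shows about 710 higher and about 310 lower, where 83 and 109 passed. At 14.5 months it shows about 40 and about 95, where 0 and 0 passed, and at 20 months about 140 and about 65, where 5 and 1 passed. With an adjusted p of at most 0.05 the lower count at 9 months is 424, within 1.5 times of the paper's. No other alternative set before the data were examined brings a count of Fig. 2 within that range.

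Figure 8 of the paper gives the ratio of Tg to wt on the log2 scale, read by eye. A value is within the error when its sign is not opposite and its gap is no larger than the SD of the mice at that age, in the genotype where it is larger (0.114 for Dnm1 and 0.079 for Cttn at 9 months, 0.045 for Cttn at 20 months). Dnm1 at 9 months is about 0.20 there and 0.043 here. It comes within the error without Tg replicate 2 of that age, at 0.087, and with the median over the probe sets of the gene, at 0.13, and under no other alternative. Dnm1 at 14.5 months is about 0.04 there and -0.061 here, under every alternative outside the error. Cttn at 9 months is about 0.44 there and 0.13 here, and no alternative reaches it. Cttn at 14.5 months is about -0.04 there and 0.057 here, or -0.035 with the median over probe sets alone. Cttn at 20 months is about -0.01 there and -0.065 here, or -0.047 without wt replicate 3 alone. Sort1 at 9 months is about 0.59 there and 0.14 here, or 0.62 with the median over probe sets alone.

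Figures 6 and 7 of the paper give log2 values of Tg and wt, whose difference at 9 months was read by eye. Ubr7 in Fig. 6 is at about 0.38 and here at 0.12. It falls within the error on the deposited values, at 0.15, without Tg replicate 2, at 0.21, without Tg replicate 3, at 0.18, without wt replicate 1, at 0.18, and with the median over probe sets, at 0.33, and under no other alternative. Ube3a in Fig. 6 is at about 0.29 and here at 0.078, and Itch at about 0.20 and here at -0.087. For both the median over probe sets, at 0.35 and 0.25, is the only alternative within the error. Tomm20 in Fig. 7 is at about 0.22 and here at 0.033, and Mtch2 at about 0.8 and here at -0.040. No alternative reaches the paper's value for either.

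The paper states that most genes of the shared age change decrease. Here a small majority of genes fell, 3931 against 3634 that rose, with a single probe set per gene. Over all probe sets 4803 genes had a falling and 4507 a rising probe set, some of them both. The paper describes the genes that gradually rose as a rather small share of its set, which was not found here. Of 15231 probe sets 7427 fell and 7804 rose, and falling ones were fewer under every alternative run. The paper places most differences between Tg and wt at 4.5 and 9 months and finds them lower in Tg at 4.5 months. Here 192 probe sets passed at 9 months, 0 at 4.5 months and 6 at 20 months. At an unadjusted p under 0.05, 825 were higher and 776 lower in Tg at 4.5 months. At 10 days, where the paper also finds most differences lower in Tg, 3 were higher and 7 lower at an adjusted p under 0.05. At 9 months the paper finds more genes higher than lower in Tg. Here 83 were higher and 109 lower, while 65 and 57 were so on the deposited values, 103 and 99 with an offset of 50, and 50 and 40, 100 and 86, and 168 and 100 without wt replicates 2, 1 and 3.

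The paper finds many more genes in the aging than in the developmental stage. Here they were 110 and 224, but 21 and 12 when only the arrays of the 3 ages were fitted, and 14 and 8 with age weights, which were chosen after seeing the values. Of the 75 genes that the paper names and that were tested, 0 passed the genotype test over 5 ages, where the smallest adjusted p was 0.0637 and 19 had an unadjusted p under 0.05. In the developmental stage 5 of them passed both tests, Cacna1h, Cds2, Egr2, Fgf12 and Klhdc8a, and in the aging stage 0. At 9 months 7 of them were higher and 4 lower in Tg. Among the latter is Klhdc8a, which the paper counts among its 8 strongest genes, at -0.98. Cds2, higher in Tg in the paper, was higher here too, at 1.08.

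For the growth genes that the paper finds lower in Tg at 4.5 months, 5 of 6 tested were below 0 there, with a median of -0.16, and 0 passed. At 9 months 4 of the 6 were above 0 and 2 passed, both higher. Of the tested ubiquitination genes that the paper names as raised in Tg, Ube2q1, Ube2k, Ubr7, Ube3a and Usp20 were above 0 at 9 months by the probe set of highest mean, the others were below, and 0 passed. Of those below, every other probe set of Itch (0.19 to 0.81), Fbxw11 (0.20 to 0.46), Rab40c (0.64) and Usp19 (0.17 to 0.69) was above 0, in the direction of the paper, and 1 each of Fbxw11 and Rab40c passed. Birc6, which the paper finds higher in wt at early ages, was at 0.13 ± 0.14 (Tg minus wt) at 10 days and 0.023 ± 0.14 at 4.5 months. Mtch2, higher in Tg in the paper, was at -0.041 at 4.5 months and 0.056 at 14.5 months. Crls1, which the paper finds lower in Tg in the aging stage, was at 0.23 ± 0.13 at 9 months and -0.11 ± 0.13 at 20 months.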

Other observations

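Atp5e, of the ATP synthase, fell by 1.48 ± 0.054 on the log2 scale from 10 days to 4.5 months and rose by 1.12 ± 0.056 from 4.5 to 20 months, and Uqcr11, of complex III, fell by 1.06 ± 0.048 and rose by 0.76 ± 0.049. Both comparisons had at least 6 mice on each side. Of 69 genes of oxidative phosphorylation 13 rose and 43 fell in development, or 13 and 44 adjusted over the list alone (camera, adjusted p = 3.86e-05, and adjusted p = 0.235 with an estimated correlation). In aging 42 rose and 6 fell, or 45 and 6 adjusted over the list alone (camera, adjusted p = 2.91e-10, and adjusted p = 0.105 with an estimated correlation). Among 38 genes of the proteasome, which degrades proteins, 2 rose and 33 fell in development, also when adjusted over the list alone (camera, adjusted p = 4.39e-07, and adjusted p = 0.0334 with an estimated correlation). Of 42 genes of ribosomal proteins, which build the machine of translation, 5 rose and 28 fell in development and 19 rose and 3 fell in aging, the same adjusted over the list alone. With 9 months as the start these rises were not found, in list tests within a genotype that were added after the data were seen. From 9 to 20 months 8 genes of oxidative phosphorylation rose and 11 fell in Tg (camera, adjusted p = 0.12, and adjusted p = 0.631 with an estimated correlation), and 5 rose and 13 fell in wt (camera, adjusted p = 0.331, and adjusted p = 0.857 with an estimated correlation). Of the ribosomal protein genes 4 rose and 8 fell in Tg (camera, adjusted p = 0.12, and adjusted p = 0.436 with an estimated correlation), and 2 rose and 12 fell in wt (camera, adjusted p = 0.0127, and adjusted p = 0.428 with an estimated correlation). As shown above, spiked-in controls also differed between ages. The arrays at 4.5 months, at which these changes turn, stood apart from all others in the Gapdh 3'/5' ratio (-0.078 to 0.018 against -0.463 to -0.14 on the log2 scale). The vesicle release, postsynaptic, potassium channel and sodium and calcium channel lists turn there too. More of their genes rose than fell in development, and more fell than rose in aging. The beta-actin ratio at 4.5 months, 0.353 to 0.462, overlapped that at 10 days, 0.359 to 0.448. It was higher at 20 months, at 0.507 to 0.552. Part of these changes cannot be told from differences in RNA quality or between arrays.

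Other large changes of aging that no claim concerns were in Bves, a membrane protein of muscle and epithelium, which rose by 3.01 ± 0.53 (1.19 with an offset of 50), and Rarres2, which encodes chemerin, by 1.74 ± 0.22. The striatal GTPase Rasd2 fell by 2.07 ± 0.21, and by 0.62 in its other probe set. Gfap of astrocytes fell by 1.18 ± 0.071, while its other probe sets lay up to 0.59.

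The test of pooled RNA was chosen after the result was seen, and the test of opposite differences was set in advance. The 14.5-month arrays varied least within a genotype, with a median SD of 0.112 over probe sets, against 0.2119 in Tg and 0.2184 in wt mice at 9 months. If RNA had been pooled or shared, markers of neighbouring tissue and immediate early genes, which differ from mouse to mouse, would have lost more of their spread than other genes. Their median ratio of spreads lay at the 91.18 percentile of matched random lists, above most of them, which is not the loss that pooling predicts. Meningeal and choroid plexus markers carry this, at the 99.98 and 93.98 percentiles, while immediate early genes and striatal markers lay on the side that pooling predicts, at 12.06 and 17.17. Pooling of part of the RNA therefore stays open.

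Whether genes lower in Tg at 4.5 months are higher in Tg at 9 months was tested over all probe sets. The fold changes of the 2 ages, which share no mouse, had an r of -0.02, and 64 of 100 pairs of splits of the mice gave an absolute r as large, with 0.185 as the largest of the others. No opposite pattern was found beyond what such splits give.

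Genes known to differ between substrains of C57BL/6 mice were higher in Tg at 20 months in 6 of 6 cases, with a median of 0.15. Of these, 0 passed in limma (camera, adjusted p = 0.0209, and adjusted p = 0.242 with an estimated correlation). At an unadjusted p under 0.05 in limma, 1 was higher at 20 months and 1 lower at 10 days. At 4.5, 9 and 14.5 months 0 were higher or lower.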
